# Differences in Circulating microRNAs between Grazing and Grain-Fed Wagyu Cattle Are Associated with Altered Expression of Intramuscular microRNA, the Potential Target *PTEN*, and Lipogenic Genes

**DOI:** 10.1371/journal.pone.0162496

**Published:** 2016-09-09

**Authors:** Susumu Muroya, Masahiro Shibata, Masayuki Hayashi, Mika Oe, Koichi Ojima

## Abstract

We aimed to understand the roles of miRNAs in the muscle tissue maturation and those of circulating microRNAs (c-miRNAs) in beef production of Japanese Black (JB) cattle (Wagyu), a breed with genetically background of superior intermuscular fat depot, by comparing different feeding conditions (indoor grain-feeding vs. grazing on pasture). The cattle at 18 months old were assigned to pasture feeding or conventional indoor grain feeding conditions for 5 months. Microarray analysis of c-miRNAs from the plasma extracellular vesicles led to the detection of a total of 202 bovine miRNAs in the plasma, including 15 miRNAs that differed between the feeding conditions. Validation of the microarray results by qPCR showed that the circulating miR-10b level in the grazing cattle was upregulated compared to that of the grain-fed cattle. In contrast, the levels of miR-17-5p, miR-19b, miR-29b, miR-30b-5p, miR-98, miR-142-5p, miR-301a, miR-374b, miR-425-5p, and miR-652 were lower in the grazing cattle than in the grain-fed cattle. Bioinformatic analysis indicated that the predicted target genes of those c-miRNAs were enriched in gene ontology terms associated with blood vessel morphogenesis, plasma membrane, focal adhesion, endocytosis, collagen, ECM-receptor interaction, and phosphorylation. In the grazing cattle, the elevation of miR-10b expression in the plasma was coincident with its elevation in the *longissimus lumborum* (LL) muscle. Expression of bovine-specific miR-2478, the most plasma-enriched miRNA, tended to be also upregulated in the muscle but not in the plasma. Furthermore, grazing caused the downregulated mRNA expression of predicted miR-10b and/or miR-2478 target genes, such as *DNAJB2*, *PTEN*, and *SCD1*. Thus, the feeding system used for JB cattle affected the c-miRNAs that could be indicators of grain feeding. Among these, miR-10b expression was especially associated with feeding-induced changes and with the expression of the potential target genes responsible for glucose homeostasis and intramuscular fat depot in the LL muscle of JB cattle.

## Introduction

MicroRNAs (miRNAs) are highly conserved, noncoding small RNAs that regulate the expression of target genes in various biological processes in plants and animals [1]. The mature miRNA is generated by processing from the initial transcript (pri-miRNA) via pre-miRNA and recognizes its target genes as a component of the RNA-induced silencing complex (RISC), resulting in mRNA degradation or destabilization. Approximately 30% of protein-coding genes are under the regulation of miRNAs [2].

To better understand the meat quality traits of domestic animals, skeletal muscle miRNAs have been profiled in investigations into how distinct muscle properties are specified. Some muscle miRNAs are differently expressed between muscle types [3,4] or tissues [5,6] in cattle and pigs. Notably, we have demonstrated that miR-196a/b and miR-885 in cattle are expressed exclusively in fast-glycolytic *semitendinosus* (ST) muscle but not in slow-oxidative *masseter* muscle [4]. In addition, skeletal muscle miR-206 and miR-208b expression is temporally upregulated, accompanying the downregulation of myosin heavy chain 2x expression, in grazing Japanese Shorthorn (JSH) cattle whereas the expression did not change in housed [7]. Since muscle physiological property determined by the muscle type have impacts on meat quality [8–10], potential association of miRNAs with muscle gene expression and mat quality have been focused recently [11–13]. Besides skeletal muscle, transcriptomic miRNA analyses in mammalian adipose tissue have unveiled their roles in fat accumulation. The relevance of miRNAs has also been pronounced in subcutaneous and/or visceral fat accumulation in response to growth and dietary nutrition in mice [14–16], sheep [17], and cattle [18]. When primary cultured porcine adipocytes are exposed to miR-130b-enriched micro-vesicles, peroxisome proliferator-activated receptor γ (*PPARG*) expression is downregulated [19].

Cattle feeding systems and dietary nutrients influence the physiological and histological muscle properties as well as growth performance. Compared to the muscles of housed cattle, those of grazing cattle potentially have distinct physiological properties and chemical compositions, including fatty acids and muscle proteins, due to the intermittent movements involved in grazing, which results in changes in subsequent beef quality. Japanese Black (JB; original cattle breed of Wagyu) cattle are conventionally fed a grain-rich concentrate in cattle houses in order to promote their genetically superior intramuscular fat (IMF) depot, which makes beef tender and gives JB beef the high marbling score that is so prized. Thus, differences in muscle growth and IMF deposition resulting from different feeding systems have been progressively investigated.

In particular, the molecular mechanisms underlying IMF depot in different feeding conditions, including diet composition, have been focused on for adipogenic and myogenic gene expression [20,21]. The *longissimus lumborum* (LL) and ST muscles of pasture-feeding JB cattle show lower extractable lipid content and expression of adipogenic *PPARG* and CCAAT-enhancer binding protein α (*CEBPA*) than those of housed JB cattle [22]. The expression patterns of *PPARG* and *CEBPA* in intramuscular adipose tissue are higher in cattle fed a high concentrate than those fed a low concentrate [21], indicating that the dietary roughage/concentrate ratio affects IMF fat depot-specific differences in adipogenic gene expression. It is therefore tempting to hypothesize that influences of dietary and feeding conditions on myogenic and adipogenic gene expression are regulated by miRNA, as suggested by differences in miRNAs between subcutaneous and visceral fat [18]. Understanding potential roles of miRNAs in muscle and adipose tissue development will provide new insights into the molecular basis of beef production and meat quality performance.

Moreover, circulating miRNAs (c-miRNAs), which are considered as potential indicators of disease and physiological conditions, also are potentially associated with muscle physiology and gene expression as suggested previously [23,24]. Likewise, use of c-miRNA as a monitoring marker could contribute to management and improvement of better beef production. Nevertheless, influences of dietary and feeding conditions on c-miRNAs in beef cattle have never been investigated except for effect of grazing of cattle [24].

In the present study, we therefore aimed to determine (1) the c-miRNAs that are affected by differences between grazing and indoor grain feeding of JB cattle, using an extracellular vesicle (EV)-preparation method from plasma [24], and (2) the muscle miRNAs involved in the feeding-induced regulation of beef quality-related gene expression. The grain-feeding condition employed here leads to higher IMF depot in the JB cattle muscle than the grazing condition [22]. Furthermore we discuss how the c-miRNA changes are associated with skeletal muscle miRNA expression, to understand potential impact of both muscle and circulating miRNAs on beef quality-related gene expression of JB cattle.

## Materials and Methods

### Animals

The animals were cared for as outlined in the Animal Experimental Guidelines of the NARO Western Region Agricultural Research Center (NARO/WARC) established by the Animal Care Committee, NARO/WARC, and this committee approved the study. All efforts were made to minimize suffering. Eight 10-month-old JB steers, bred at NARO/WARC, were grain-fed separately in a stall barn with no weight difference among the cattle until 10 months of age. Then they were fed a concentrate diet (flaked corn, flaked barley, wheat bran, and soybean meal; 73% total digestible nutrients (TDN) and 11.0% crude protein (CP) on a dry matter (DM) basis) *ad libitum* and 1.5 kg grass hay (43% TDN and 6.3% CP on a dry matter basis) until 16 months of age. Beginning at 18 months of age, the steers were divided into two groups for 5 months: 4 were continually fed the concentrate diet and grass hay in house and the other 4 were allocated to graze on Italian ryegrass pasture. The health of the animals was monitored every day, which satisfied the criteria of animal welfare defined in the Animal Experimental Guidelines of NARO/WARC. The grass mass was measured during the grazing period and their chemical composition was analyzed (Agricultural Chemistry Research Institute, Hokkaido, Japan) (Table 1). Body weight after the 5-month grazing period differed between the grain-fed (675.5 kg) and the grazing (571.5 kg) cattle (*P* = 0.030).

**Table 1:** Chemical composition of grass on pasture during grazing of cattle.

Grass mass (kg of DM/ ha)	TDN (% of DM)	CP (% of DM)	ADF (% of DM)	NDF (% of DM)
3,787	72.7	14.9	22.7	48

DM: dry matter, TDN: total digestible nutrients, CP: crude protein, ADF: acidic detergent fiber, NDF: neutral detergent fiber.

### Sample collection

A blood sample was drawn from the jugular vein of each animal at the age of 22 months, and the plasma was prepared with 0.1% EDTA followed by storage at -80°C until use. The LL samples were taken from by biopsy at 22 months. The biopsy procedure was as follows: the animal was locally anesthetized by an intramuscular injection of xylazine (Bayer, Tokyo, Japan) and a subcutaneous injection of lidocaine (AstraZeneca, Osaka, Japan). An incision was subsequently made in the skin overlying the LL muscle [25]. All samples were rapidly frozen in liquid nitrogen and stored at -80°C until RNA extraction.

### Plasma sample processing

We previously succeeded in preparing miRNA-enriched EVs as exosomes [24]. In the present study we used the same method to prepare miRNA-containing EVs from plasma. In brief, 10 ml of the plasma sample was mixed with 20 ml of PBS and centrifuged at 1,200 *g*, 4°C for 20 min. The supernatant was centrifuged at 12,000 *g*, 4°C for 45 min and further centrifuged at 110,000 *g*, 4°C for 120 min. The precipitation was suspended in PBS and centrifuged at 110,000 *g*, 4°C for 70 min. The final precipitation was resuspended in PBS, stored at 4°C for a few days, and then processed for RNA preparation.

### RNA preparation

Total RNA including miRNA was extracted from muscle or plasma precipitate using the mirVana microRNA isolation kit (Life Technologies Japan Ltd., Tokyo, Japan) for microarray analysis of plasma samples according to the manufacturer’s protocols. The quantity and quality of the RNA were confirmed by an Agilent Bioanalyzer 2100 with an RNA 6000 Pico Kit (Agilent Technologies, Santa Clara, CA, USA) before the RNA was applied to microarray analysis. Muscle total RNAs for qPCR analysis of muscular mRNA expression were prepared using ISOGEN (Nippon Gene, Tokyo, Japan).

### Microarray analysis

Of the four plasma precipitate samples, we used the three samples that satisfied the quantitative requirement as microarray samples for each cattle group. The plasma EV RNA samples for each feeding treatment (grazing or indoor grain-fed) were applied to a custom SurePrint G3 8x60K microarray (Agilent Technologies) that was designed using miRBase ver. 21 (Design ID: 077173). The miRNA Microarray System with miRNA Complete Labeling and Hybridization Kit (Agilent Technologies) was used according to the manufacturer’s protocol. The Agilent microRNA Spike-In Kit was used for in-process control to measure labeling and hybridization efficiency. The labeled samples were hybridized with the probes on the custom microarray, and then the arrays were scanned on a G4900DA SureScan scanner (Agilent Technologies) at 3 μm resolution. Microarray signals were extracted using Agilent Feature Extraction software v11.0 (Agilent Technologies), and the signal values were globally normalized to the 90 percentile using GeneSpring GX (Agilent Technologies), as we did previously to successfully analyze plasma exosomal miRNA samples [24].

To determine significantly different miRNAs between the groups, the normalized signal values were further applied to statistical analysis by significance analysis of microarrays (SAM) [26]. The data were computed with R 2.13.1 (http://cran.r-project.org). The miRNAs were considered significantly different between the groups if the resulting *P*-value < 0.05. Array data were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database, and are accessible through GEO Series accession number GSE81946 (http://www.ncbi.nlm.nih.gov/geo).

### cDNA synthesis

cDNA was synthesized from 250 ng of total RNA for muscle samples or 9 μl of the final product of RNA preparation for EV samples, using the miScript II RT kit (Qiagen, Tokyo, Japan) at 37°C for 60 min, and then the enzyme was inactivated at 95°C for 5 min. The cDNAs for muscle samples were each synthesized from 1,000 ng of total RNA by the ReverTra Ace qPCR RT kit (Toyobo, Tokyo, Japan).

### Quantitative PCR (qPCR) analysis

qPCR was performed using the CFX96 thermal cycler (Bio-Rad, Hercules, CA, USA) under the following program: 15 min at 95°C, followed by 40 cycles of 15 s at 95°C and 30 s at 60°C. For both plasma and muscle samples, miRNA qPCR was performed using the Thunderbird SYBR qPCR kit (Toyobo) in combination with the miScript Primer Assay for let-7g, RNU6-6P RNA (RNU6-6P), miR-10b, miR-19a, miR-21-5p, miR-26a, miR-27b, miR-29b, miR-30b-5p, miR-30d-5p, miR-92a, miR-98, miR-103, miR-142-5p, miR-144, miR-196a, miR-197, miR-199-3p, miR-204, miR-206, miR-208b, miR-301a, miR-338, miR-345-5p, miR-374b, miR-378, miR-381, miR-425-5p, miR-451, miR-486, miR-499, miR-652, miR-885, miR-2412, and miR-2478 (Qiagen) according to the manufacturer’s protocol. The qPCR analysis of elongase of very long chain fatty acids 6 (*ELOVL6*), stearoyl-Coenzyme A desaturase 1 (*SCD1*), phosphatase and tensin homolog (*PTEN*), profilin 2 (*PFN2*), DnaJ heat shock protein family (Hsp40) member B2 (*DNAJB2*), and *PPARG2* was performed using the Thunderbird SYBR qPCR kit (Toyobo), followed by normalization with the expression of ribosomal protein L7 (*RPL7*; an internal control) [4]. The sequences of the primers used are shown in Table 2. Differences between the groups in the expression ratios of the target miRNA/let-7g for plasma samples, the target miRNA/RNU6 for muscle samples, and that of mRNA/*RPL7* were compared. Melting curve analysis was used to confirm the specificity of the amplification reactions.

**Table 2:** PCR primer sequences of mRNAs targeted in this study.

Gene	Accession	Sequence		Product size (bp)
		Forward	Reverse	
*COL3A1*	NM_001076831.1	GGGACCTGGTTACTTTTCGCTC	TCAGGGTTGGGGCAGTCTAAT	212
*DNAJB2*	NM_001034592.1	TAGACGTACCGCGAAGTGC	TCTCACGCTTATGCTTGTCGG	169
*ELOVL6*	BC148954.1	AGCACCCGAACTAGGAGATACAAT	TACCAGGAGTACAGAAGCACAGTGA	102
*PFN2*	NM_001128197.1	GGGCGTCTTCCAGAGCATTA	GTCACCGTCCACGTATAGGC	139
*PPARG2*	NM_181024.2	TATTCTCAGTGGAGACCGCC	CTGCACGTGTTCTGTCACAAT	181
*PTEN*	NM_001319898.1	TTCCTGCAGAAAGACTTGAAGGT	AACTCTGCAATTAAATTTGGCGGT	146
*SCD1*	NM_173959.4	ACCTGGCTGGTGAATAGTGC	AAGTTGATGTGCCAGCGGTA	176

### Prediction and functional annotation of miRNA target genes

The miRNA target genes were predicted using the TargetScan system (Release 7.0, http://www.targetscan.org/). The predicted genes were extracted and ranked by cumulative weighted context++ score [27] at the maximum of 1000 targets for each miRNA. To classify the target genes according to functional annotation, both gene ontology (GO) and pathway analyses were performed on the target genes of c-miRNA differentially expressed in the two groups based on the qRT-PCR results. In this study, the Database for Annotation, Visualization, and Integrated Discovery (DAVID) bioinformatic resources (version 6.7, http://david.abcc.ncifcrf.gov) [28] were applied to the potential target genes with *Bos taurus* set as the background species, to enrich characteristic GO terms and KEGG pathway defined by Kyoto Encyclopedia of Genes and Genomes (KEGG, http://www.genome.jp/kegg/) for the respective miRNA-mediated biological processes. Extraction of the terms was considered significant when the Benjamini *P*-value was < 0.10.

### Statistical analysis

The expression data are shown as means ± SDs and were compared between the feeding groups by the one-sided or two-sided Student’s *t*-test. It was expected that grazing would shift the muscle properties toward slow-oxidative type and decreased adipogenicity, which is associated with expression of miR-206 [29,30], miR-208b [31], and adipogenic genes such as *PPARG2* [20,21,25]. Based on this hypothesis, including presumptive declines in the expression of miR-196a, miR-885, *PPARG2*, *SCD1*, and *ELOVL6* by grazing, the significance of the differences in the *t*-test results for those targets was analyzed at one side. The effects of feeding condition were considered as significant if *P* < 0.05. Significance levels of *P* ≤ 0.10 were considered a statistical trend.

## Results

### Circulating miRNA profile of plasma extracellular vesicles in JB cattle

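Plasma extracellular vesicles (EVs), membrane particles that cells release into blood and that carry miRNAs, were profiled in 3 grain-fed and 3 grazing JB steers. Each feeding group held 4 steers, and the plasma precipitates with enough RNA were used, 1 array per animal. The paper divides the steers for 5 months from 18 months of age and samples the blood at 22 months. The sample labels also place the blood sampling after 5 months, but describe 4 months on pasture or in the barn followed by 3 months in which both groups ate grass silage. Each array carried probes for 786 bovine miRNAs, with 60 spots and 2 to 4 probes per miRNA. The authors' deposited scanner output gives, for each miRNA, a background-subtracted total gene signal on a linear intensity scale and a detection call. The sum of this signal over all miRNAs was 43178, 47887 and 117207 on the grain-fed arrays and 90585, 33053 and 39066 on the grazing arrays (exact permutation test, two-sided, p = 0.5, where 3 animals against 3 cannot go below 0.1). The arrays detected 153 ± 16.4 miRNAs in the grain-fed cattle (SD, n = 3) and 134 ± 46.4 in the grazing cattle (SD, n = 3; exact permutation test, p = 0.5). Of the 786 miRNAs, 202 were detected on at least 1 array, 150 on at least 3 and 82 on all 6. The third grazing array detected 97 miRNAs, and its negative control spots spread over 77.3 intensity units against 8.28 to 9.71 on the other arrays. For comparisons between the groups, each array was divided by the 90th percentile of its signal, as in the paper's methods, taken here over the 82 miRNAs detected on all arrays. Scaled signals were then raised to a common floor of 0.0179, set by the third grazing array, and taken to log2, where the floor is -5.81. The 150 miRNAs were tested with limma and Benjamini-Hochberg adjustment. The floor holds 26.9% of the values tested, so a difference in a dim miRNA can be understated. Where all values of a group lie at the floor their spread vanishes, so a p-value can also be too small. All arrays shared 1 slide and 1 scan.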

To profile c-miRNAs of JB cattle fed under two different systems, we conducted microarray analysis using plasma EV precipitates prepared by ultracentrifugation. The c-miRNA profile obtained from the averaged raw signal value of microarray results for each group showed that the top 20 miRNAs were 85.7 and 86.8% of the total miRNAs in the grain-fed and grazing cattle, respectively (Fig 1). 

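A few miRNAs made up most of the plasma EV signal in both groups. The 20 most abundant miRNAs held 85.8% of the averaged raw signal in the grain-fed cattle and 85.7% in the grazing cattle. Calculated per array, the share was 85.7% ± 1.81 (SD, n = 3) and 87.0% ± 3.06 (SD, n = 3), and the groups were not distinguishable (exact permutation test, two-sided, p = 0.6). Single arrays ranged from 83.6% to 87.1% in the grain-fed cattle and from 84.4% to 90.4% in the grazing cattle. After normexp background correction in place of the scanner's own, the share was 78.1% in the grain-fed cattle and 72.9% in the grazing cattle.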

Most of the top 20 c-miRNAs did not differ between the groups in the order of the amount or the ratio of composition. 

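The most abundant miRNAs were largely common to both groups. Of the top 20 of each group, 17 were shared, and 15 were in the top 20 of every array. Of the 20 miRNAs listed in Fig 1, all were within the top 25 of both groups, and their ranks differed by at most 6 places. miR-142-5p, a miRNA of blood cells, held 1.39% ± 0.155 (SD, n = 3) of the signal per array in the grain-fed cattle and 1.09% ± 0.155 (SD, n = 3) in the grazing cattle (exact permutation test, two-sided, p = 0.2). miR-126-3p, a miRNA of endothelial cells and platelets, held 1.35% ± 0.175 (SD, n = 3) and 1.85% ± 0.795 (SD, n = 3), respectively. miR-223, a miRNA of myeloid cells and platelets, held 2.45% ± 0.667 (SD, n = 3) and 1.53% ± 0.821 (SD, n = 3). None of the 20 miRNAs had grazing shares that lay all above or all below the grain-fed shares, and 3 animals against 3 make such a separation in 10% of miRNAs by chance.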

The only differences were that miR-20a was present at higher levels in the grain-fed cattle than in the grazing cattle, and that miR-29a was present at higher levels in the grazing cattle, although both miR-20a and miR-29a were within the top 25 miRNAs in both cattle groups. 

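miR-20a, a member of the miR-17-92 cluster, ranked 18 in the grain-fed cattle with 0.620% of the averaged signal and 25 in the grazing cattle with 0.490%. Per array its share was 0.633% ± 0.104 (SD, n = 3) and 0.482% ± 0.114 (SD, n = 3), a difference not separated from the spread between animals (exact permutation test, two-sided, p = 0.2). miR-29a, whose family targets collagen mRNAs, ranked 23 in the grain-fed cattle with 0.534% and 17 in the grazing cattle with 0.642%. Its share per array was 0.531% ± 0.0113 (SD, n = 3) and 0.557% ± 0.219 (SD, n = 3; exact permutation test, p = 1.0). Scaled to the 90th percentile, the log2 difference between grazing and grain-fed cattle was -0.37 for miR-20a (standard error 0.26, limma adjusted p = 0.785) and 0.04 for miR-29a (standard error 0.09, limma adjusted p = 1.0).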

In the plasma samples of both groups, miR-2478 and miR-1260b were approximately 46 and 17% of the total miRNAs, respectively (Fig 1). 

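miR-2478, a bovine-specific miRNA, was the most abundant miRNA on every array. Its share per array was 45.6% ± 2.16 (SD, n = 3) in the grain-fed cattle and 46.5% ± 5.98 (SD, n = 3) in the grazing cattle (exact permutation test, two-sided, p = 0.8). miR-1260b, the second most abundant miRNA, held 16.8% ± 0.284 (SD, n = 3) and 16.5% ± 3.12 (SD, n = 3; exact permutation test, p = 0.8). In the averaged signal, where brighter arrays weigh more, the shares were 45.7% and 44.2% for miR-2478 and 16.9% and 15.4% for miR-1260b in grain-fed and grazing cattle, respectively. The spread between animals was larger in the grazing cattle for both miRNAs.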

Our previous studies revealed that skeletal muscle-specific miRNAs, namely miR-1, miR-133a/b, miR-206, miR-208a/b, miR-496, and miR-499, were abundant in the muscles of JB cattle [4], whereas none of them was detected in the plasma profiles except for a modest miR-486 content [24]. In contrast, the plasma samples were enriched with moderate concentrations of miRNAs associated with adipose tissue, such as miR-15a, miR-19a/b, miR-21, miR-27b, miR-92a/b, miR-103, miR-106a/b, miR-107, miR-125b, and miR-150 [11,12]. It is especially notable that the bovine-specific miR-1584-5p, miR-2305, miR-2412, and miR-2478, most of which are associated with energy metabolism [32], were highly enriched in the plasma samples of both groups in the present study.

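None of the muscle-specific miR-1, miR-133a, miR-133b, miR-206, miR-208a, miR-208b, miR-496 and miR-499 was called detected on any of the 6 arrays. The lowest signal called detected on an array corresponded to 0.00281% to 0.0220% of that array's total, so smaller amounts would not have been seen. miR-486, which is also abundant in erythrocytes, was detected on all 6 arrays. It held 0.171% ± 0.0336 (SD, n = 3) of the signal in the grain-fed cattle and 0.209% ± 0.109 (SD, n = 3) in the grazing cattle, at rank 50 and rank 47 of the averaged signal (exact permutation test of the shares, two-sided, p = 0.8).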

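Of the 13 adipose-associated miRNAs, 12 were detected on at least 1 array and 11 on all 6, and miR-92b was not detected on any. Together they held 3.41% ± 0.540 (SD, n = 3) of the signal in the grain-fed cattle and 3.01% ± 0.684 (SD, n = 3) in the grazing cattle (exact permutation test, two-sided, p = 0.6). Shares of the detected members ranged from 0.0442% for miR-150, a lymphocyte miRNA, to 0.889% for miR-19b in the grain-fed cattle. In the grazing cattle the same miRNAs gave the range, from 0.0180% to 0.791%. Among the 12 tested, 10 had a lower and 2 a higher mean in the grazing cattle, with a median log2 difference of -0.27. None passed limma's adjusted p under 0.05, none did so when adjusted over the list alone, and none had an unadjusted p under 0.05. With normexp correction the median was 0.05, with 6 lower and 6 higher, against a median of 0.21 for all miRNAs tested. limma's camera did not call the list (adjusted p = 0.318, and adjusted p = 0.903 with an estimated correlation), and over the alternatives the adjusted p ranged from 1.62e-11 with all 786 miRNAs tested to 0.998 with a floor of 0.1.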

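The 4 bovine-specific miRNAs miR-1584-5p, miR-2305, miR-2412 and miR-2478 together held 49.4% ± 2.46 (SD, n = 3) of the signal in the grain-fed cattle and 51.0% ± 3.95 (SD, n = 3) in the grazing cattle (exact permutation test, two-sided, p = 0.6). Most of this was miR-2478. miR-2412 held 2.06% ± 0.261 (SD, n = 3) and 2.32% ± 1.31 (SD, n = 3), miR-2305 held 0.836% ± 0.0655 (SD, n = 3) and 1.09% ± 0.477 (SD, n = 3), and miR-1584-5p held 0.926% ± 0.0532 (SD, n = 3) and 1.07% ± 0.687 (SD, n = 3) in grain-fed and grazing cattle, respectively. The lowest rank among the 4 was 14 in the grain-fed cattle and 11 in the grazing cattle. After scaling, all 4 had a higher mean in the grazing cattle (median log2 difference 0.07), none passed limma's test over all miRNAs or adjusted over the list alone, and camera did not call the list (adjusted p = 0.254, and adjusted p = 0.761 with an estimated correlation). Over the alternatives the adjusted p ranged from 0.0156 without the third grazing array, where the list was called higher, to 0.863 with spike-in scaling. Without scaling all 4 had a lower mean in the grazing cattle, with a median of -0.32, against -0.40 for all miRNAs tested.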

**Fig 1:**
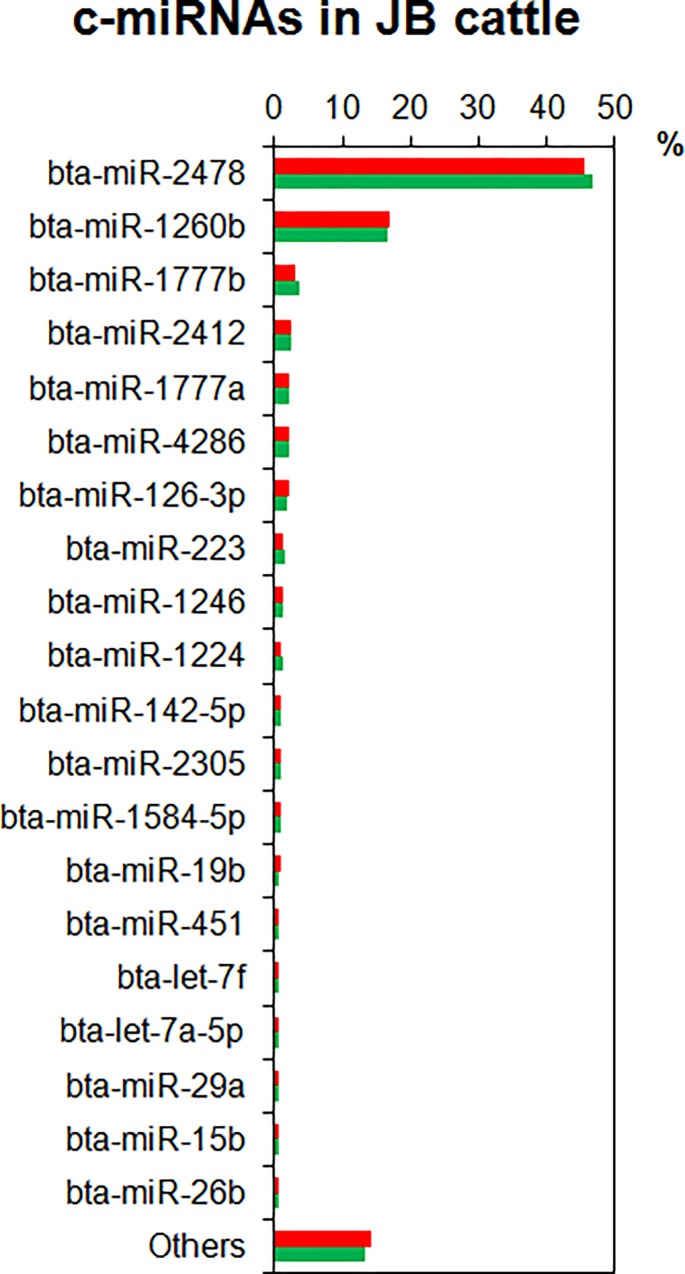
Circulating miRNA (c-miRNA) profiles in plasma extracellular vesicles of Japanese Black cattle obtained in microarray analysis. Percentages of c-miRNA contents in grain-fed (red bars) and grazing cattle (green bars) are indicated. The top 20 miRNAs in plasma of grazing cattle are listed.

### Feeding conditions affect circulating miRNA contents in JB cattle

The statistical SAM analysis led to the extraction of a total of 15 c-miRNAs that differed between the groups (*P* < 0.05, Table 3). Of those miRNAs, the contents of miR-652, miR-30d, miR-301a, miR-345-5p, miR-374b, miR-425-5p, miR-23b-3p, miR-30b-5p, miR-17-5p, miR-98, miR-28, and miR-874 were lower in the plasma of the grazing cattle than in that of the grain-fed cattle, whereas the contents of miR-10b, miR-2368-3p, miR-885, and miR-2425-3p were higher in the plasma of the grazing cattle. 

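Among the 150 miRNAs tested, 13 had an unadjusted p under 0.05 from limma, and all 13 were lower in the grazing cattle. SAM on the same values, with p pooled over the 20 permutations, gave 15, of which 13 were lower and 2 higher, and the methods' t-test gave 9, all lower. After Benjamini-Hochberg adjustment the count at an adjusted p under 0.05 was 0 from limma and 0 from the methods' t-test, and limma's smallest adjusted p was 0.392. SAM also gave 0, but could give no other count, since its pooled permutations include the real grouping. In simulations SAM called 0% of miRNAs changed by 3 on the log2 scale at that threshold. The largest difference relative to its error was that of miR-30d, with a log2 difference of -1.08 (standard error 0.18, limma adjusted p = 0.392) and grazing values all below the grain-fed values. miR-652 had -1.23 (standard error 0.25, limma adjusted p = 0.427), and miR-345-5p had -1.50 (standard error 0.44, limma adjusted p = 0.468). miR-23b-3p, miR-30b-5p and miR-374b, which Table 3 also holds, had -0.90, -0.61 and -0.52. Of the 13, 7 were detected on all 6 arrays, while miR-374b was detected in the grazing cattle only on the first array and lay at the floor on all grazing arrays. Of the 150 miRNAs, 17 had grazing values all below and 2 had grazing values all above the grain-fed values, where chance gives 10%. The scaling and the background correction shifted the median of all miRNAs: it was -0.03 here, -0.40 without scaling, -0.46 with spike-in scaling and 0.21 with normexp background correction, and the count at an unadjusted p under 0.05 then became 0, 4 and 0, respectively. With quantile normalization 13 were lower and 2 higher. With the 82 miRNAs detected on all 6 arrays alone, limma gave 2 at an adjusted p under 0.05, miR-345-5p and miR-652.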

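Of the 19 miRNAs of Table 3 that were tested, 14 had a lower and 3 a higher mean in the grazing cattle, and 17 differed in the direction that Table 3 gives. miR-874 and miR-17-3p lay at the floor on all 6 arrays and showed no difference there. The study chose this list on these samples, so its direction is not independent evidence. limma passed none at an adjusted p under 0.05 over all miRNAs and 1 when adjusted over the list alone. camera called the list lower in the grazing cattle (adjusted p = 0.0319), but not with an estimated correlation (adjusted p = 0.761). Over the alternatives the adjusted p ranged from 7.14e-25 with all 786 miRNAs tested to that 0.761, and without the third grain-fed, the first grazing or the second grazing array it was 0.120, 0.145 and 0.246. miR-425-5p and miR-17-5p, the latter of the miR-17-92 cluster, were detected on all 6 arrays with log2 differences of -0.72 (standard error 0.28) and -0.64 (standard error 0.25), both at a limma adjusted p of 0.570. miR-10b, expressed in endothelial cells, had 0.68 (standard error 0.36, limma adjusted p = 0.680), with grazing values all above the grain-fed values. For 9 miRNAs, among them miR-301a, miR-98, miR-28 and miR-874, all grain-fed arrays but only the first grazing array gave a detected signal. At the common floor their differences ranged up to -0.67 for miR-130b, and those of miR-301a and miR-98 were -0.06 and -0.04. miR-885 was detected on no grain-fed array and on 2 grazing arrays, which puts its mean on these arrays at least 1.05-fold higher in the grazing cattle. This bound sets the grazing mean, with the undetected second array at its signal of 0.1, against the lowest signal called detected on each grain-fed array. It rests on the third grazing array (signal 57.7, against 5.73 on the first), and without that array the grazing mean of -9.87 lies below the grain-fed limit of -7.67 and leaves no bound. Leaving out the third grain-fed array also leaves none, and leaving out the second grazing array gives at least 4.18-fold. The paper's plasma qPCR did not find miR-885 to differ.

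**Figure D1:**
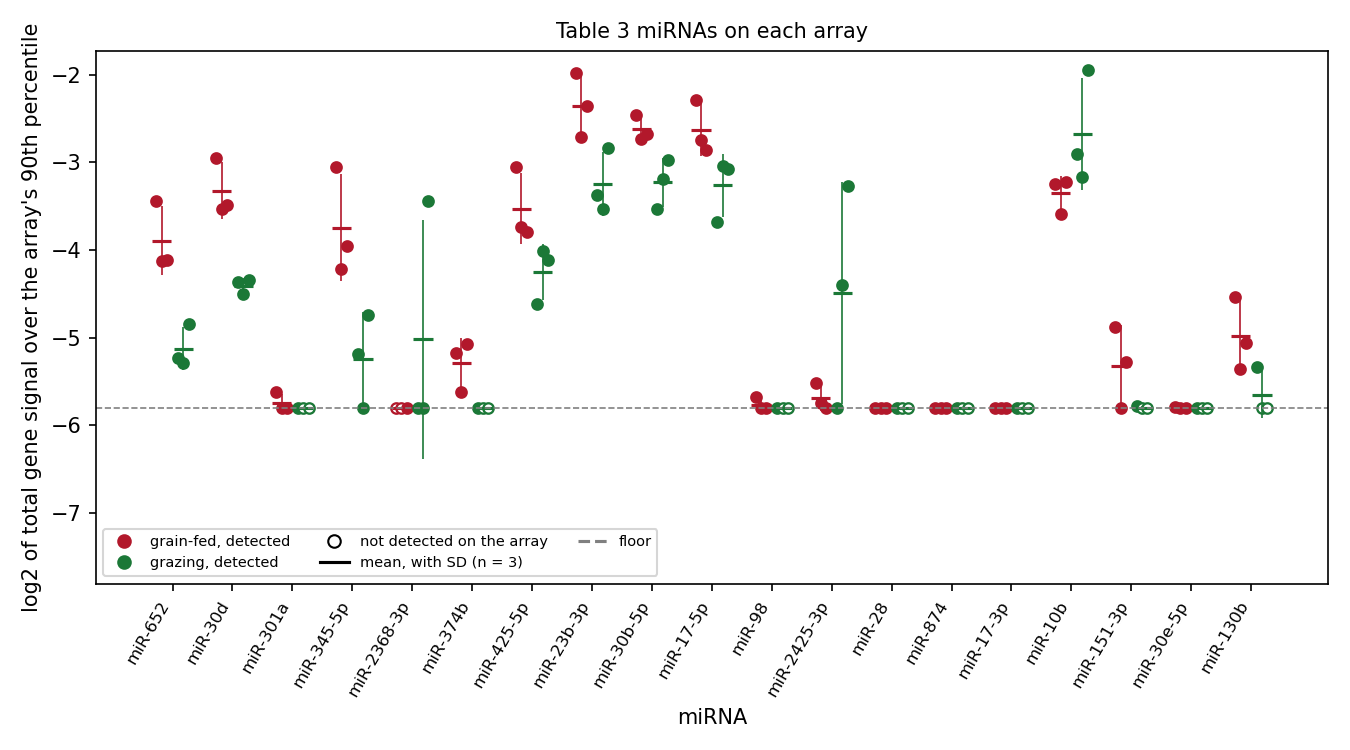
Log2 of the total gene signal over the array's 90th percentile (vertical axis) for the Table 3 miRNAs that were tested (horizontal axis), with 1 point per array, bars for the mean and SD of 3 arrays and a dashed line at the floor of -5.81. Open points are arrays on which the miRNA was not detected. miR-652 and miR-30d are lower on every grazing array than on any grain-fed array, while miR-28, miR-874 and miR-17-3p lie at or close to the floor on all 6 arrays.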

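miR-2425-3p held 0.0202% of the averaged signal in the grain-fed cattle and 0.0567% in the grazing cattle. It was detected on all 6 arrays, and its log2 difference was 1.20 (standard error 0.69, limma adjusted p = 0.680), with 1 grazing array at the floor. miR-2368-3p held 0.00683% and 0.0391%, and was detected on 1 of the 3 grain-fed arrays and on all 3 grazing arrays. Its log2 difference was 0.79 (standard error 0.74, limma adjusted p = 0.785). Single arrays weigh heavily in these shares. Without the third grazing array the grazing shares were 0.0341% for miR-2425-3p and 0.0156% for miR-2368-3p, without the first grazing array 0.0896% and 0.0674%, and without the third grain-fed array the grain-fed share of miR-2368-3p was 0.00022%. For both miRNAs the grazing shares lay all above the grain-fed shares (exact permutation test, two-sided, p = 0.1 for each, the smallest that 3 against 3 can give), while the scaled values overlapped at the common floor.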

The contents of miR-2368-3p and miR-2425-3p, putative ruminant-specific miRNAs [31], were very low (less than 0.067%), and no GO term was extracted from the predicted target genes of either miRNA by DAVID analysis. Therefore, we further focused on the other 13 miRNAs as biologically relevant c-miRNAs.

**Table 3:** Top 20 c-miRNAs considered as significantly different between feeding conditions of JB cattle.

miRNA	*P*-value	Ranking	Rank by fold change	log2(G/H)^1^
miR-652	0.010	1	109	-1.040
miR-30d	0.012	2	111	-0.893
miR-301a	0.016	3	6	-4.240
miR-345-5p	0.017	4	101	-1.323
miR-2368-3p	0.025	5	2	5.350
miR-374b	0.030	6	3	-4.653
miR-425-5p	0.031	7	131	-0.530
miR-885	0.035	8	1	5.587
miR-23b-3p	0.035	9	115	-0.707
miR-30b-5p	0.040	10	143	-0.413
miR-17-5p	0.040	11	137	-0.443
miR-98	0.042	12	8	-4.107
miR-2425-3p	0.045	13	90	1.590
miR-28	0.046	14	11	-3.917
miR-874	0.048	15	10	-3.927
miR-17-3p	0.055	16	13	-3.773
miR-10b	0.056	17	112	0.877
miR-151-3p	0.056	18	5	-4.327
miR-30e-5p	0.058	19	14	-3.740
miR-130b	0.059	20	4	-4.543

The data was statistically analyzed by SAM method as described in Materials and Methods.

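Of the 20 changes that Table 3 lists, 11 are over 3.5 in size on the log2 scale, and each of these 11 miRNAs was undetected on at least 1 array. The other 9 miRNAs were detected on all 6 arrays. The scanner output gives an undetected miRNA a signal of 0.1, which is below every detected signal by a wide margin. After division by the 90th percentile of all features of the array it lies between -9.61 and -7.17 on the log2 scale, depending on the array. Of the 11 miRNAs, 9 were undetected on the second and the third grazing array. With undetected values left out, the largest log2 difference among the 10 miRNAs detected in both groups was 1.70 in size. That of miR-301a was -1.70, that of miR-374b was -1.30 and that of miR-28 was -0.79, each resting on 1 grazing array.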

^1^log2(G/H): the value of log2(grazing/grain-fed)

We then conducted qPCR for the contents of c-miRNAs of interest, not only to validate the results of microarray analysis for those 13 miRNAs and the miRNAs below the top 20 in SAM analysis (miR-29b, miR-197), but also to further explore potential feeding-induced miRNAs among adipose-enriched (miR-15a, miR-19a, miR-27b, miR-92a, miR-103, miR-142-5p), plasma-enriched (miR-2412, miR-2478), and bovine-specific (miR-2284x and miR-2295) miRNAs [31]. The results revealed that circulating miR-10b content was higher in grazing cattle than in grain-fed cattle (*P* = 0.005, Fig 2). In contrast, the grazing cattle showed significantly lower contents of miR-17-5p (*P* = 0.031), miR-19a (*P* = 0.007), miR-29b (*P* = 0.021), miR-30b-5p (*P* = 0.035), miR-98 (*P* = 0.006), miR-142-5p (*P* = 0.013), miR-301a (*P* = 0.005), miR-374b (*P* = 0.016), miR-425-5p (*P* = 0.010), and miR-652 (*P* = 0.046). All other miRNAs tested (miR-15a, miR-23b-3p, miR-27b, miR-30d-5p, miR-92a, miR-140, miR-197, miR-345-5p, miR-451, miR-885, miR-2284x, miR-2295, miR-2412, and miR-2478) were not differently expressed between the groups (*P* > 0.10), except that miR-103 content tended to be higher in the grain-fed cattle than in the grazing cattle (*P* = 0.057).

**Fig 2:**
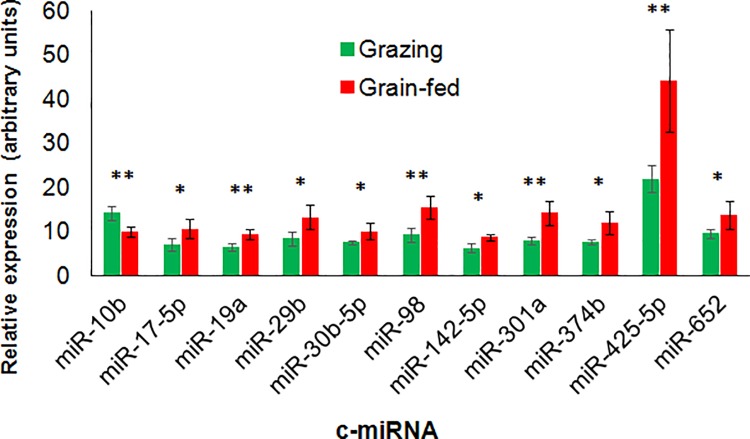
Circulating miRNA expression in plasma extracellular vesicles of grain-fed and grazing Japanese Black cattle analyzed by qRT-PCR. ** and * indicate the differences between the feeding conditions at *P* < 0.01 and < 0.05, respectively.

### Feeding conditions also affect skeletal muscle miRNA expression

Next, we analyzed the muscle tissue expression of the 11 miRNAs that differed significantly between the groups (miR-10b, miR-17-5p, miR-19a, miR-29b, miR-30b-5p, miR-98, miR-142-5p, miR-301a, miR-374b, miR-425-5p, and miR-652) to determine whether or not c-miRNA expression was associated with that of skeletal muscle tissue miRNAs.

Intriguingly, the miR-10b expression in LL muscle was coincidently higher in the grazing cattle than in the grain-fed cattle (*P* = 0.024, Fig 3). miR-374b and miR-652 also tended toward higher expression in the grazing cattle than in the grain-fed cattle (*P* = 0.062 and = 0.061, respectively). We also conducted qPCR of miRNAs that are enriched in muscle or plasma (miR-21-5p, miR-30d-5p, miR-103, miR-206, miR-208b, miR-451, miR-486, miR-499, miR-2412, and miR-2478), some of which are abundant in bovine skeletal muscles [4]. Of those miRNAs, only miR-2478 in LL muscle tended to differ between the feeding conditions (*P* = 0.053).

**Fig 3:**
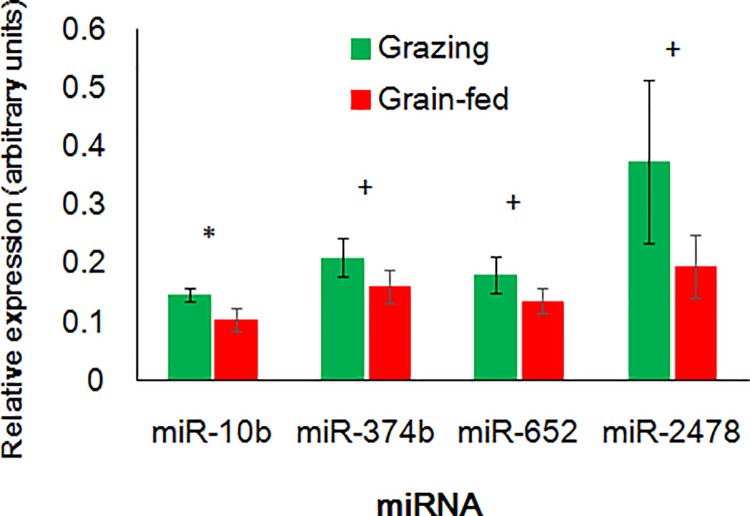
miRNA expression in *longissimus lumborum* muscle of grain-fed and grazing Japanese Black cattle analyzed by qRT-PCR. * and + indicate the differences between the feeding conditions at *P* < 0.05 and < 0.10, respectively.

To predict potential cellular biological events that the significant miRNAs are involved in, a functional annotation of the miRNA target genes predicted by TargetScan was performed by DAVID. The results of the GO and KEGG pathway analyses showed that the potential target genes of uniquely upregulated miR-10b were associated with cell adhesion (Table 4). The potential targets of downregulated c-miRNAs were associated with protein phosphorylation and phosphate metabolism (miR-17-5p), endocytosis (miR-19a, miR-301a), mTOR signaling (miR-19a), MAPK signaling (miR-19a, miR-98), ECM-receptor interaction and adipocytokine signaling (miR-29b), skeletal muscle tissue development (miR-30b-5p), blood vessel development and morphogenesis, and regulation of actin cytoskeleton (miR-301a). The potential targets of the most plasma-enriched miR-2478 were associated with protein localization and transport. The genes predicted as targets of miR-374b and miR-652 were not significantly linked with any specific GO terms or KEGG pathways.

**Table 4:** Potential cellular biological events predicted from the microRNA target genes.

miRNA	Category	Term	Fold enrichment^1^	Benjamini
miR-10b				
	GOTERM_BP_FAT	GO:0007156~homophilic cell adhesion	4.535	0.003
	GOTERM_BP_FAT	GO:0016337~cell-cell adhesion	3.443	0.004
	GOTERM_BP_FAT	GO:0022610~biological adhesion	2.203	0.062
	GOTERM_BP_FAT	GO:0007155~cell adhesion	2.203	0.062
miR-17-5p				
	GOTERM_BP_FAT	GO:0006468~protein amino acid phosphorylation	2.161	0.010
	GOTERM_BP_FAT	GO:0045449~regulation of transcription	1.598	0.017
	GOTERM_BP_FAT	GO:0006796~phosphate metabolic process	1.836	0.021
	GOTERM_BP_FAT	GO:0006793~phosphorus metabolic process	1.836	0.021
	GOTERM_BP_FAT	GO:0016310~phosphorylation	1.905	0.035
	GOTERM_BP_FAT	GO:0010604~positive regulation of macromolecule metabolic process	2.142	0.084
	GOTERM_BP_FAT	GO:0007242~intracellular signaling cascade	1.847	0.097
	KEGG_PATHWAY	bta05219:Bladder cancer	5.341	0.075
miR-19a				
	GOTERM_BP_FAT	GO:0007242~intracellular signaling cascade	2.012	0.028
	GOTERM_BP_FAT	GO:0051094~positive regulation of developmental process	3.299	0.075
	KEGG_PATHWAY	bta04630:Jak-STAT signaling pathway	2.985	0.012
	KEGG_PATHWAY	bta05211:Renal cell carcinoma	3.817	0.033
	KEGG_PATHWAY	bta04930:Type II diabetes mellitus	4.297	0.049
	KEGG_PATHWAY	bta04144:Endocytosis	2.268	0.058
	KEGG_PATHWAY	bta04010:MAPK signaling pathway	2.019	0.066
	KEGG_PATHWAY	bta04150:mTOR signaling pathway	3.981	0.071
	KEGG_PATHWAY	bta05410:Hypertrophic cardiomyopathy (HCM)	3.133	0.079
miR-29b				
	KEGG_PATHWAY	bta04510:Focal adhesion	3.529	0.000
	KEGG_PATHWAY	bta04512:ECM-receptor interaction	4.611	0.001
	KEGG_PATHWAY	bta05200:Pathways in cancer	2.201	0.008
	KEGG_PATHWAY	bta05222:Small cell lung cancer	3.705	0.011
	KEGG_PATHWAY	bta04920:Adipocytokine signaling pathway	3.529	0.097
miR-30b-5p				
	GOTERM_BP_FAT	GO:0007242~intracellular signaling cascade	1.996	0.034
	GOTERM_BP_FAT	GO:0007519~skeletal muscle tissue development	5.780	0.098
	GOTERM_BP_FAT	GO:0060538~skeletal muscle organ development	5.780	0.098
miR-98				
	KEGG_PATHWAY	bta04010:MAPK signaling pathway	2.598	< 0.001
	KEGG_PATHWAY	bta05200:Pathways in cancer	2.203	0.005
miR-142-5p				
	KEGG_PATHWAY	bta05200:Pathways in cancer	2.106	0.048
miR-301a				
	GOTERM_BP_FAT	GO:0007242~intracellular signaling cascade	2.211	0.001
	GOTERM_BP_FAT	GO:0048514~blood vessel morphogenesis	3.627	0.051
	GOTERM_BP_FAT	GO:0044087~regulation of cellular component biogenesis	4.885	0.073
	GOTERM_BP_FAT	GO:0007264~small GTPase mediated signal transduction	2.675	0.074
	GOTERM_BP_FAT	GO:0008104~protein localization	1.932	0.076
	GOTERM_BP_FAT	GO:0009792~embryonic development ending in birth or egg hatching	2.643	0.079
	GOTERM_BP_FAT	GO:0043009~chordate embryonic development	2.660	0.081
	GOTERM_BP_FAT	GO:0001568~blood vessel development	3.043	0.085
	GOTERM_BP_FAT	GO:0051173~positive regulation of nitrogen compound metabolic process	2.333	0.085
	GOTERM_BP_FAT	GO:0001944~vasculature development	3.165	0.086
	GOTERM_BP_FAT	GO:0045935~positive regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process	2.300	0.091
	GOTERM_BP_FAT	GO:0010628~positive regulation of gene expression	2.338	0.094
	KEGG_PATHWAY	bta04144:Endocytosis	2.784	0.003
	KEGG_PATHWAY	bta04115:p53 signaling pathway	4.262	0.006
	KEGG_PATHWAY	bta04810:Regulation of actin cytoskeleton	2.281	0.048
miR-2478				
	GOTERM_BP_FAT	GO:0045184~establishment of protein localization	2.096	0.055
	GOTERM_BP_FAT	GO:0015031~protein transport	2.101	0.079
	GOTERM_BP_FAT	GO:0008104~protein localization	2.077	0.088
	KEGG_PATHWAY	bta04340:Hedgehog signaling pathway	4.629	0.079

The data were statistically analyzed by DAVID as described in Materials and Methods.

^1^Fold enrichment = (genes in list that are annotated with the term)/(total numbers of genes that are annotated with any term in the term category)

### Association between miRNA target expression and miRNAs in skeletal muscle

Hypothesizing that the differences in miRNA expression could affect the regulation of miRNA target genes, we further analyzed expression of potential miRNA target genes in LL muscle tissue by qPCR. Although cell adhesion-related genes were employed for extraction of miR-10b-related GO terms in bioinformatic analysis, those genes showed lower cumulative weighed context++ scores [27] than *PTEN* and *ELOVL6* genes. In addition, most of the cell adhesion-related genes were not expressed in JB cattle muscles according to our preliminary analysis. Therefore, based on the result of the target gene prediction by TargetScan analysis, we especially focused on the genes associated with fat and muscle growth, development, and/or metabolism among the predicted genes, to assess the relationships between circulating or muscle miRNAs and the gene expression related to beef quality. One of the lipogenic genes, *SCD1*, which is predicted as a target of miR-98, miR-142-5p, and miR-2478, showed higher expression in the grain-fed than in the grazing cattle (*P* = 0.038, Fig 4). The other adipogenic or lipogenic genes, miR-301a target *PPARG2* and a target of miR-10b and miR-2478, *ELOVL6*, also tended to differ between the groups (*P* = 0.058 and = 0.051, respectively). The expression of *PTEN*, the potential target of miR-10b, miR-17-5p, miR-19a, miR-29b, miR-30b-5p, miR-142-5p, miR-301a, miR-652, and miR-2478, was lower in the grazing cattle than in the grain-fed cattle (*P* = 0.011). The mRNA expression of actin-binding protein *PFN2*, the potential target of miR-17-5p, miR-19a, miR-30b-5p, miR-142-5p, miR-301a, and miR-2478, also tended to be downregulated in the grazing cattle compared to the grain-fed cattle (*P* = 0.064), as did the potential miR-29b targets *DNAJB2* (*P* = 0.021) and *COL3A1* (*P* = 0.100). These expression patterns of the miRNA targets indicated that the expressions of these potential miRNA target genes are associated with grain-fed housing-induced changes in circulating and muscle miRNAs in JB cattle. These relevant results are summarized in Table 5.

**Fig 4:**
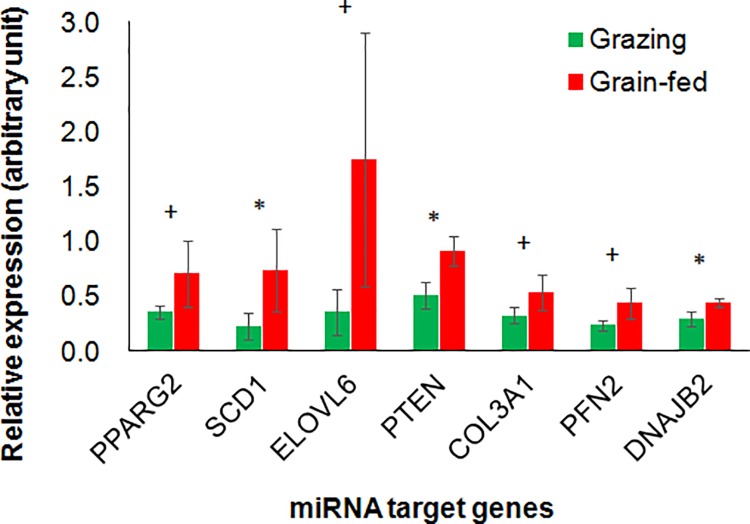
miRNA target gene expression in *longissimus lumborum* muscle of grain-fed and grazing Japanese Black cattle analyzed by qRT-PCR. * and + indicate the differences between the feeding conditions at *P* < 0.05 and < 0.10, respectively.

**Table 5:** Summary of altered miRNAs and the miRtarget genes of interest in LL muscle of the grazing JB cattle compared to the grain-fed.

			Target gene^1^						
				DNAJB2	SCD1	EVOLV6	PPARG	PTEN	PFN2
			Category	heat shock proteins	adipogenesis	adipogenesis	adipogenesis	PI3K signaling	actin-binding
miRNA changes			LL muscle^2^	**↓↓**	**↓↓**	**↓**	**↓**	**↓↓**	**↓**
miRNA	Circulation^2^	LL muscle^2^							
miR-10b	**↑↑**	**↑↑**				+		+	
miR-17-5p	**↓↓**	**-**						+	+
miR-19a	**↓↓**	**-**						+	+
miR-29b	**↓↓**	**-**		+				+	
miR-30b-5p	**↓↓**	**-**						+	+
miR-98	**↓↓**	**-**			+				
miR-142-5p	**↓↓**	**-**			+			+	+
miR-301a	**↓↓**	**-**					+	+	+
miR-374b	**↓↓**	**↑**							
miR-425-5p	**↓↓**	**-**							
miR-652	**↓↓**	**↑**		+				+	
miR-2478	**-**	**↑**		+	+	+		+	+

^1^+ indicates the gene targeted by the altered miRNAs in the top row of this table.

^2^↑↑or↓↓: up- or down-regulated at *P* < 0.05, ↑or↓: up- or down-regulated at *P* < 0.10, -: not changed (*P* ≥ 0.10).

## Discussion

It has been demonstrated that diet and supplementary nutrients affect miRNA expression in adipose tissues of mice [14–16], sheep [17] and cattle [18]. However, miRNAs in circulation and skeletal muscle have poorly understood in farm animals thus far. Nevertheless, a polyunsaturated fatty acids (PUFAs)-enriched diet might have the potential to alter the expression of c-miRNAs linked to changes in dietary fatty acids (as inferred from plasma fatty acid concentration) [33]. In the present study, we focused on the effects of feeding conditions on c-miRNAs and skeletal muscle miRNAs as well as on muscle target genes in JB cattle, whose beef has high marbling potential, to understand not only the implications of feeding diet and grazing on the expression of the set of miRNAs and their target genes in skeletal muscles, but also the associations between altered muscle gene expression and c-miRNAs. Most of studies examining effects of grain-rich high concentrate feeding compared to high roughage feeding or grazing resulted in higher IMF depot but accompanied higher body weight of JB cattle in the concentrate feeding than in the roughage feeding [22,34], nevertheless a high concentrate feeding that showed higher IMF depot without significant difference in final body weight between cattle fed high and low concentrate indicated a positive effect of grain-rich concentrate [21,35]. In the present study, grain-fed cattle showed significantly higher body weight than grazing cattle, nevertheless the higher lipogenic gene expression in the grain-fed cattle could partly be caused by the difference in the diet.

### Characteristics of plasma extracellular vesicle miRNA profile in JB cattle

We profiled the plasma EV miRNAs in JB cattle in both the indoor grain-fed and grazing conditions. Previously we successfully prepared EV miRNAs from plasma of cattle by an ultra-centrifugation method [24], and we therefore employed the same method in the present study. 

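Among the 20 abundant miRNAs of Fig 1, the scaled values of 19 overlapped between the feeding groups, and those of miR-223 were all lower in the grazing cattle, where chance gives 10%. Of the 20, 9 had a lower and 11 a higher mean in the grazing cattle, with a median log2 difference of 0.05. limma passed none at an adjusted p under 0.05, over all miRNAs or adjusted over the list alone, and 1, miR-223, at an unadjusted p under 0.05. miR-223 had a log2 difference of -0.74 (standard error 0.26, limma adjusted p = 0.549). The differences of the 20 ranged from -0.74 to 0.42. camera did not call the list (adjusted p = 0.318, and adjusted p = 0.903 with an estimated correlation), and over the alternatives the adjusted p ranged from 1.80e-06 with all 786 miRNAs tested to 0.972 without the second grazing array. It was 0.0189 and 0.0287 with the floors of 0.1 and 1 and 0.000758 with normexp. With the floors the list mean of -0.01 lay above the median of all miRNAs (-0.56 and -0.36). With normexp its mean of -0.03 lay below that median (0.21), so these calls ran in opposite directions. With spike-in scaling all 20 had a lower mean in the grazing cattle, with a median of -0.41, close to the shift of all miRNAs under that scaling.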

The present results revealed no significant difference between the feeding conditions in the profiles of abundant miRNAs in the plasma EV of cattle. Those profiles were enriched with bovine-specific miR-1584-5p, miR-2305, miR-2412, and miR-2478, which are associated with energy metabolism [32]. Although it is unknown why those miRNAs were abundant in the profiles, they may be involved in bovine-specific energy metabolism. Regarding the top 20 c-miRNAs, the c-miRNA profiles of both JB cattle groups were considerably similar to those of JSH cattle [24], except that in the latter, miR-15b, miR-19b, miR-20a, and miR-26a were not in the top 20 but were above 30. The differences between JB and JSH in beef quality traits such as marbling (IMF depot) [36] may not be associated with composition of those major c-miRNAs.

### miR-10b and miR-2478 in circulation and skeletal muscle of JB cattle

The present results of microarray and qPCR revealed that the grazing JB cattle had a higher plasma content of miR-10b and lower plasma contents of miR-17-5p, miR-23b-3p, miR-28, miR-30b-5p, miR-30d, miR-98, miR-301a, miR-345-5p, miR-374b, miR-425-5p, miR-652, and miR-874 than the grain-fed cattle. 

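miR-10b had a higher mean in the grazing cattle, and its log2 difference kept its sign under all 28 alternative settings, from 0.22 to 0.93, with an unadjusted p under 0.05 in 2 of them. miR-652 and miR-30d kept a lower mean in the grazing cattle under all 28 alternatives. miR-652 had an unadjusted p under 0.05 in 25 of these and miR-30d in 24, while miR-345-5p did in 22. The paper's plasma qPCR found miR-652 lower in the grazing cattle, but did not find miR-30d or miR-345-5p to differ. Of the 11 miRNAs that the paper's plasma qPCR found to differ, all were tested on the arrays, and 10 had a lower mean in the grazing cattle, with miR-10b the exception. This list was chosen in part on the same samples, so it is not independent evidence. None passed limma's adjusted p under 0.05, over all miRNAs or adjusted over the list alone. camera called the list lower (adjusted p = 0.00321) and did so without each array in turn. It did not with the replicate number as a block (adjusted p = 0.111) or with an estimated correlation (adjusted p = 0.761). That 0.761 was the highest over the alternatives, of which the lowest was 8.06e-26 with all 786 miRNAs tested. fry, limma's other list test, did not call the list either (adjusted p = 0.282). From arrays and qPCR together, the paper concludes that grazing cattle had more miR-10b and less of the others listed in plasma than grain-fed cattle. Its list includes miR-23b-3p, miR-30d and miR-345-5p, which its plasma qPCR did not find to differ. For miR-28 and miR-874 of that list the paper gives no plasma qPCR result. The paper proposes that the altered miRNAs may serve as noninvasive markers of feeding.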

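The 13 miRNAs with an unadjusted p under 0.05 had a median log2 difference of -0.78 between grazing and grain-fed cattle. They included miR-29b at -0.62 (standard error 0.16, limma adjusted p = 0.468), of the family that targets collagens, and miR-18a at -0.97 (standard error 0.30, limma adjusted p = 0.468), of the miR-17-92 cluster. miR-374a, which shares the seed of miR-374b, had -0.78 (standard error 0.23, limma adjusted p = 0.468). miR-361, miR-148b and miR-320a, named after their values were seen, had -0.72, -0.47 and -0.85. In the opposite direction, miR-140 had 0.36 (standard error 0.15, limma adjusted p = 0.612), with grazing values all above the grain-fed values. Over all 150 miRNAs, 82 had a lower and 52 a higher mean in the grazing cattle, and 16 showed no difference at the floor. This balance moved with the processing: the lower part of those with a difference was 61.2% here, 87.2% without scaling, 90.1% with spike-in scaling, 44.9% with the 75th percentile and 20.7% with normexp. Leaving out the first grain-fed array left 5 miRNAs at an unadjusted p under 0.05, leaving out the third left 7, and leaving out the second or the third grazing array left 8.

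**Figure D2:**
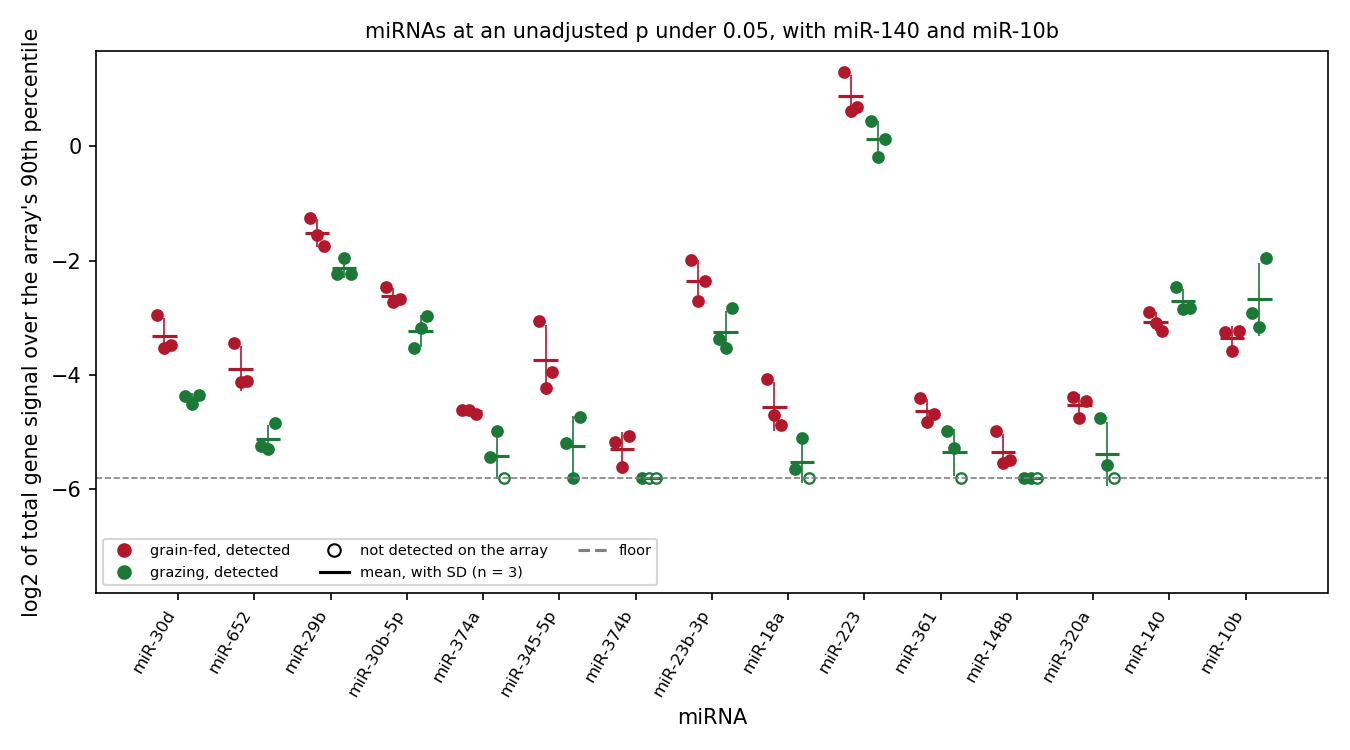
Log2 of the total gene signal over the array's 90th percentile (vertical axis) for the 13 miRNAs at an unadjusted p under 0.05 and for miR-140 and miR-10b (horizontal axis), with 1 point per array, bars for the mean and SD of 3 arrays and a dashed line at the floor of -5.81. Open points are arrays on which the miRNA was not detected. The grazing arrays lie below the grain-fed arrays for the 13 miRNAs except miR-320a, whose groups overlap, and above them for miR-140 and miR-10b.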

Most of the differently expressed c-miRNAs were downregulated in the grazing group. In contrast, the unique miR-10b upregulation in the grazing cattle plasma deserves taking notice. As we hypothesize that c-miRNA changes indicate alterations of skeletal muscle physiology, miR-10b expression in the LL muscle was upregulated coincidently with the change of circulating miR-10b, suggesting involvement of miRNAs in muscle property alteration. The expression levels of muscle miR-374b, miR-652, and miR-2478 also tended to be higher in the LL muscle of the grazing cattle. To date, c-miRNAs in cattle have been reported in relation to grazing [24], heat stress [23], pregnancy [37], and viral infection [38], but not in relation to changes in circulating miR-10b. The altered miRNAs could be indicators of feeding conditions such as grain abundance and may be useful noninvasive biomarkers to monitor feeding.

### Association of miR-10b with the target *PTEN* in JB cattle muscle

TargetScan analysis predicted that miR-10b and miR-2478 targeted *PTEN*. According to a bioinformatic analysis of potential implications of the circulating and muscle miR-10b upregulation, GO terms related to cell adhesion were extracted as biological events associated with the predicted miR-10b target genes. However, most of the cell adhesion-related genes might not be meaningful due to lack of expression in JB cattle muscle in our preliminary result. The *PTEN* expression in the LL muscle was lower in the grazing JB cattle than in the grain-fed cattle. Indeed, it was demonstrated that miR-10b can target *PTEN* and cause cell proliferation and/or migration [39,40]. PTEN is the phosphatase that converts phosphatidylinositol 3,4,5-triphosphate (PIP_3_) to inactivate phosphatidylinositol 4,5-bisphosphate (PI-4,5-P_2_), and it inhibits phosphatidylinositol-3-kinase/Akt (PI3K/Akt) signaling [41], which is a key determinant of the insulin-dependent increase in glucose uptake into muscle and adipose cells. Overexpression of *PTEN* inhibits GLUT4 translocation and glucose uptake in 3T3-L1 adipocytes [42]. Skeletal muscle-specific deletion of *PTEN* protects mice from developing insulin resistance and diabetes induced by a high-fat diet, and thus improves glucose homeostasis [43]. By inhibiting PI3K/Akt signaling, PTEN can regulate muscle cell differentiation [44] and hypertrophy under the reduced availability of insulin-like growth factor binding protein 2 (IGFBP2) [45]. Thus, the reduced *PTEN* expression in the grazing cattle suggests alterations in both muscle cell growth and glucose homeostasis in the LL muscle, which might be modulated by miR-10b and possibly miR-2478, and might further affect final beef production.

### Potential impact of miR-2478 and its targets on JB cattle muscle

miR-2478 potentially targets mRNAs of lipogenic genes *ELOVL6* and *SCD1*. ELOVL6 catalyzes the elongation of saturated and monounsaturated fatty acids with 12-, 14-, and 16-carbons in the endoplasmic reticulum of the adipocyte. SCD1 converts a portion of stearic acid (18:0) into oleic acid (18:1) [46]. The expression of both *ELOVL6* and *SCD1* increased during IMF deposition and temporally had a very large upregulation in *longissimus* muscle of Angus steers fed a high-starch diet after an early weaning, compared to normally weaned cattle [47]. This supports our present observation of downregulated *ELOVL6* and *SCD1* expression in the grazing JB cattle compared to the grain-fed cattle. The downregulated *ELOVL6* and *SCD1* expression in our study was associated with the increased miR-10b and miR-2478 expression in the LL muscle of grazing JB cattle. Therefore, it is likely that the expression of those lipogenic genes induced by grain-rich feeding was also modulated by miR-10b and/or miR-2478 in the IMF of the LL muscle, and might affect beef quality.

miR-2478 was also predicted to target *PFN2* and *DNAJB2*, whose expression tended to be reduced in the LL muscle of the grazing cattle in the present study. Especially, profilin binds to actin filament at the barbed end and affects actin homeostasis during cell movement [48]. In addition, because profilin can bind to PI-4,5-P_2_ [49], *PFN2* expression might also be associated with the alteration of *PTEN* expression in the LL muscle, since profilin overexpression induced *PTEN* upregulation and reduced Akt expression [50]. Expression of DNAJB2, a co-chaperone regulator of heat shock protein Hsp70 that is expressed principally in the nervous system, is induced in human skeletal muscle during its recovery from damage by exercise [51]. In a study using samples of skeletal muscle and the pathologies associated with protein aggregation, it was proposed that DNAJB2 has a role in protein turnover in skeletal muscle [52]. The higher muscle *DNAJB2* expression in the grain-fed JB cattle than in the grazing cattle might indicate that *DNAJB2* was upregulated via downregulation of miR-2478 by some cellular stress due to difference between the feeding conditions.

### Association of circulating miRNA with muscle miRNA and the biological impact on JB cattle

In this study, it is concluded that the differing c-miRNAs between the feeding conditions could be an indicator not only of the grain abundance of a diet but also changes in gene expression associated with PI3K signaling and lipogenesis in the LL muscle of JB cattle. To date, however, the effects of c-miRNAs on tissues including EV recipient cells remain poorly understood.

We concluded that difference in circulating miR-10b between the feeding conditions was associated with the miR-10b upregulation in the LL muscle of cattle. EVs containing miR-210 isolated from metastatic breast cancer cells promote metastasis via the induction of angiogenesis in the tumor, and the addition of miR-210-enriched EVs induced the activation of endothelial cells in vitro [53]. Although roles of c-miRNAs to downregulate the muscle target genes were not demonstrated in this study, at least c-miRNAs, especially miR-10b, might either be taken into the LL muscle, or be secreted from the tissues inside the cattle body including muscles. High-fat diet feeding to cattle raises expression of miRNAs including miR-19a in both the subcutaneous and visceral fat [18], suggesting that high energy diet cause increase in adipose tissue miRNA expression. It is therefore likely that the present grain feeding as a higher energy diet altered miRNA expression in adipose tissue and might promote secretion of exosomes containing miRNAs such as miR-19a into plasma of the grain-fed cattle. It is necessary to clarify the departing and destination tissues of c-miRNAs and the mechanism how the c-miRNAs are balanced between circulation and various tissues of secretion and recipient.

In the present study, muscle *PTEN* and *PFN2* were the predicted targets of most of the altered c-miRNAs (miR-17-5p, miR-19a, miR-30b-5p, miR-142-5p, miR-301a) between the feeding conditions, as well as miR-10b. Moreover, the results of bioinformatic functional annotation indicated that the altered c-miRNAs are associated with cellular biological events involved in phosphorylation, various intracellular signaling pathways, skeletal muscle and blood vessel development, and protein localization. Taking together, c-miRNAs might affect tissue development and maturation in cattle. Further research is needed to elucidate actions of feeding-induced c-miRNAs on the expression of the target genes in potential recipient tissues.

## Conclusion

The present study revealed that the grazing of JB cattle on pasture affected the plasma c-miRNAs compared to grain-feeding JB cattle. Especially, miR-10b expression increased in both circulation and the LL muscle in the grazing cattle. The altered expression of miR-10b and miR-2478 in the LL muscle was further associated with the expression of the target lipogenic genes, *ELOVL6* and *SCD1*, respectively. Moreover, expression of the factor regulating glucose homeostasis, *PTEN*, was also reduced in the grazing cattle. These results indicated that changes in c-miRNAs induced by a grain-rich diet are associated with skeletal muscle miRNA and the potential target gene expression, suggesting in turn that muscle miRNAs are involved in the regulation of muscle and adipogenic genes that determine beef quality.

## References

[1] BartelDP (2004) MicroRNAs: genomics, biogenesis, mechanism, and function. Cell 116: 281–297. 1474443810.1016/s0092-8674(04)00045-5

[2] LewisBP, ShihIH, Jones-RhoadesMW, BartelDP, BurgeCB (2003) Prediction of mammalian microRNA targets. Cell 115: 787–798. 1469719810.1016/s0092-8674(03)01018-3

[3] LiuY, LiM, MaJ, ZhangJ, ZhouC, et al (2013) Identification of differences in microRNA transcriptomes between porcine oxidative and glycolytic skeletal muscles. BMC Mol Biol 14: 7 10.1186/1471-2199-14-7 23419046PMC3599761

[4] MuroyaS, TaniguchiM, ShibataM, OeM, OjimaK, et al (2013) Profiling of differentially expressed microRNA and the bioinformatic target gene analyses in bovine fast- and slow-type muscles by massively parallel sequencing. J Anim Sci 91: 90–103. 10.2527/jas.2012-5371 23100578

[5] LiHY, XiQY, XiongYY, LiuXL, ChengX, et al (2012) Identification and comparison of microRNAs from skeletal muscle and adipose tissues from two porcine breeds. Anim Genet 43: 704–713. 10.1111/j.1365-2052.2012.02332.x 22497549

[6] SunJ, ZhangB, LanX, ZhangC, LeiC, et al (2014) Comparative transcriptome analysis reveals significant differences in MicroRNA expression and their target genes between adipose and muscular tissues in cattle. PLoS One 9: e102142 10.1371/journal.pone.0102142 25006962PMC4090223

[7] HorikawaA, OgasawaraH, OkadaK, KobayashiM, M H (2015) Grazing-induced changes in muscle microRNA-206 and -208b expression in association with myogenic gene expression in cattle. Animal Science Journal in press.10.1111/asj.1238126122272

[8] MuroyaS, OeM, NakajimaI, OjimaK, ChikuniK (2014) CE-TOF MS-based metabolomic profiling revealed characteristic metabolic pathways in postmortem porcine fast and slow type muscles. Meat Sci 98: 726–735. 10.1016/j.meatsci.2014.07.018 25105492

[9] RyuYC, KimBC (2005) The relationship between muscle fiber characteristics, postmortem metabolic rate, and meat quality of pig longissimus dorsi muscle. Meat Sci 71: 351–357. 10.1016/j.meatsci.2005.04.015 22064236

[10] ChoiYM, KimBC (2009) Muscle fiber characteristics, myofibrillar protein isoforms, and meat quality. Livestock Science 122: 105–118.

[11] KimJM, LimKS, HongJS, KangJH, LeeYS, et al (2015) A polymorphism in the porcine miR-208b is associated with microRNA biogenesis and expressions of SOX-6 and MYH7 with effects on muscle fibre characteristics and meat quality. Anim Genet 46: 73–77. 10.1111/age.12255 25530254

[12] PonsuksiliS, DuY, HadlichF, SiengdeeP, MuraniE, et al (2013) Correlated mRNAs and miRNAs from co-expression and regulatory networks affect porcine muscle and finally meat properties. BMC Genomics 14: 533 10.1186/1471-2164-14-533 23915301PMC3750351

[13] ShenL, ChenL, ZhangS, ZhangY, WangJ, et al (2016) MicroRNA-23a reduces slow myosin heavy chain isoforms composition through myocyte enhancer factor 2C (MEF2C) and potentially influences meat quality. Meat Sci 116: 201–206. 10.1016/j.meatsci.2016.02.023 26897085

[14] TakanabeR, OnoK, AbeY, TakayaT, HorieT, et al (2008) Up-regulated expression of microRNA-143 in association with obesity in adipose tissue of mice fed high-fat diet. Biochem Biophys Res Commun 376: 728–732. 10.1016/j.bbrc.2008.09.050 18809385

[15] ParraP, SerraF, PalouA (2010) Expression of adipose microRNAs is sensitive to dietary conjugated linoleic acid treatment in mice. PLoS One 5: e13005 10.1371/journal.pone.0013005 20886002PMC2946340

[16] ChartoumpekisDV, ZaravinosA, ZirosPG, IskrenovaRP, PsyrogiannisAI, et al (2012) Differential expression of microRNAs in adipose tissue after long-term high-fat diet-induced obesity in mice. PLoS One 7: e34872 10.1371/journal.pone.0034872 22496873PMC3319598

[17] MealeSJ, RomaoJM, HeML, ChavesAV, McAllisterTA, et al (2014) Effect of diet on microRNA expression in ovine subcutaneous and visceral adipose tissues. J Anim Sci 92: 3328–3337. 10.2527/jas.2014-7710 24893997

[18] RomaoJM, JinW, HeM, McAllisterT, GuanLL (2012) Altered microRNA expression in bovine subcutaneous and visceral adipose tissues from cattle under different diet. PLoS One 7: e40605 10.1371/journal.pone.0040605 22815773PMC3398999

[19] LiuJ, DuX, ZhouJ, PanZ, LiuH, et al (2014) MicroRNA-26b functions as a proapoptotic factor in porcine follicular Granulosa cells by targeting Sma-and Mad-related protein 4. Biol Reprod 91: 146 10.1095/biolreprod.114.122788 25395673

[20] ShibataM, MatsumotoK, OeM, Ohnishi-KameyamaM, OjimaK, et al (2009) Differential expression of the skeletal muscle proteome in grazed cattle. J Anim Sci 87: 2700–2708. 10.2527/jas.2008-1486 19420231

[21] YamadaT, NakanishiN (2012) Effects of the roughage/concentrate ratio on the expression of angiogenic growth factors in adipose tissue of fattening Wagyu steers. Meat Sci 90: 807–813. 10.1016/j.meatsci.2011.11.019 22133587

[22] ShibataMMK, HikinoY, YamamotoN (2014) Effect of Indoor Concentrate Feeding vs. Outdoor Grazing on the Expression of Genes Involved in Muscle Growth and Nutrient Content in Japanese Black Steer Muscle. Scientific Research 4: 297–304.

[23] ZhengY, ChenKL, ZhengXM, LiHX, WangGL (2014) Identification and bioinformatics analysis of microRNAs associated with stress and immune response in serum of heat-stressed and normal Holstein cows. Cell Stress Chaperones 19: 973–981. 10.1007/s12192-014-0521-8 24917036PMC4389857

[24] MuroyaS, OgasawaraH, HojitoM (2015) Grazing Affects Exosomal Circulating MicroRNAs in Cattle. PLoS One 10: e0136475 10.1371/journal.pone.0136475 26308447PMC4550388

[25] ShibataM, HikinoY, ImanariM, MatsumotoK, YamamotoN (2015) Influence of rice whole-crop silage diet on growth performance, carcass and meat characteristics and muscle-related gene expression in Japanese Black steers. Animal Science Journal 87: 929–937. 10.1111/asj.12519 26420580

[26] TusherVG, TibshiraniR, ChuG (2001) Significance analysis of microarrays applied to the ionizing radiation response. Proc Natl Acad Sci U S A 98: 5116–5121. 1130949910.1073/pnas.091062498PMC33173

[27] AgarwalV, BellGW, NamJW, BartelDP (2015) Predicting effective microRNA target sites in mammalian mRNAs. Elife 4.10.7554/eLife.05005PMC453289526267216

[28] Huang daW, ShermanBT, LempickiRA (2009) Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res 37: 1–13. 10.1093/nar/gkn923 19033363PMC2615629

[29] JengSF, RauCS, LiliangPC, WuCJ, LuTH, et al (2009) Profiling muscle-specific microRNA expression after peripheral denervation and reinnervation in a rat model. J Neurotrauma 26: 2345–2353. 10.1089/neu.2009.0960 19586368

[30] EndoK, WengH, NaitoY, SasaokaT, TakahashiA, et al (2013) Classification of various muscular tissues using miRNA profiling. Biomed Res 34: 289–299. 2438940510.2220/biomedres.34.289

[31] van RooijE, QuiatD, JohnsonBA, SutherlandLB, QiX, et al (2009) A family of microRNAs encoded by myosin genes governs myosin expression and muscle performance. Dev Cell 17: 662–673. 10.1016/j.devcel.2009.10.013 19922871PMC2796371

[32] RomaoJM, JinW, HeM, McAllisterT, GuanlL (2014) MicroRNAs in bovine adipogenesis: genomic context, expression and function. BMC Genomics 15: 137 10.1186/1471-2164-15-137 24548287PMC3930007

[33] OrtegaFJ, Cardona-AlvaradoMI, MercaderJM, Moreno-NavarreteJM, MorenoM, et al (2015) Circulating profiling reveals the effect of a polyunsaturated fatty acid-enriched diet on common microRNAs. J Nutr Biochem 26: 1095–1101. 10.1016/j.jnutbio.2015.05.001 26092372

[34] ShibataM, MatsumotoK, HikinoY, OeM, OjimaK, et al (2011) Influence of different feeding systems on the growth performance and muscle development of Japanese Black steers. Meat Sci 89: 451–456. 10.1016/j.meatsci.2011.05.006 21641731

[35] ChungKY, LuntDK, KawachiH, YanoH, SmithSB (2007) Lipogenesis and stearoyl-CoA desaturase gene expression and enzyme activity in adipose tissue of short- and long-fed Angus and Wagyu steers fed corn- or hay-based diets. J Anim Sci 85: 380–387. 1723502310.2527/jas.2006-087

[36] ZembayashiM, LuntDK (1995) Distribution of intramuscular lipid throughout M. longissimus thoracis et lumborum in Japanese Black, Japanese Shorthorn, Holstein and Japanese Black crossbreds. Meat Sci 40: 211–216. 2205997310.1016/0309-1740(94)00046-a

[37] IoannidisJ, DonadeuFX (2016) Circulating miRNA signatures of early pregnancy in cattle. BMC Genomics 17: 184 10.1186/s12864-016-2529-1 26939708PMC4778341

[38] FarrellD, ShaughnessyRG, BrittonL, MacHughDE, MarkeyB, et al (2015) The Identification of Circulating MiRNA in Bovine Serum and Their Potential as Novel Biomarkers of Early Mycobacterium avium subsp paratuberculosis Infection. PLoS One 10: e0134310 10.1371/journal.pone.0134310 26218736PMC4517789

[39] MussnichP, D'AngeloD, LeoneV, CroceCM, FuscoA (2013) The High Mobility Group A proteins contribute to thyroid cell transformation by regulating miR-603 and miR-10b expression. Mol Oncol 7: 531–542. 10.1016/j.molonc.2013.01.002 23384558PMC5528467

[40] BaiW, ChenY, YangJ, NiuP, TianL, et al (2014) Aberrant miRNA profiles associated with chronic benzene poisoning. Exp Mol Pathol 96: 426–430. 10.1016/j.yexmp.2014.04.011 24780745

[41] HuZ, WangH, LeeIH, ModiS, WangX, et al (2010) PTEN inhibition improves muscle regeneration in mice fed a high-fat diet. Diabetes 59: 1312–1320. 10.2337/db09-1155 20200318PMC2874691

[42] NakashimaN, SharmaPM, ImamuraT, BooksteinR, OlefskyJM (2000) The tumor suppressor PTEN negatively regulates insulin signaling in 3T3-L1 adipocytes. J Biol Chem 275: 12889–12895. 1077758710.1074/jbc.275.17.12889

[43] WijesekaraN, KonradD, EweidaM, JefferiesC, LiadisN, et al (2005) Muscle-specific Pten deletion protects against insulin resistance and diabetes. Mol Cell Biol 25: 1135–1145. 1565743910.1128/MCB.25.3.1135-1145.2005PMC544010

[44] MandlA, SarkesD, CarricaburuV, JungV, RamehL (2007) Serum withdrawal-induced accumulation of phosphoinositide 3-kinase lipids in differentiating 3T3-L6 myoblasts: distinct roles for Ship2 and PTEN. Mol Cell Biol 27: 8098–8112. 1789332110.1128/MCB.00756-07PMC2169165

[45] SharplesAP, Al-ShantiN, HughesDC, LewisMP, StewartCE (2013) The role of insulin-like-growth factor binding protein 2 (IGFBP2) and phosphatase and tensin homologue (PTEN) in the regulation of myoblast differentiation and hypertrophy. Growth Horm IGF Res 23: 53–61. 10.1016/j.ghir.2013.03.004 23583027

[46] WatersSM, KellyJP, O'BoyleP, MoloneyAP, KennyDA (2009) Effect of level and duration of dietary n-3 polyunsaturated fatty acid supplementation on the transcriptional regulation of Delta9-desaturase in muscle of beef cattle. J Anim Sci 87: 244–252. 10.2527/jas.2008-1005 18791145

[47] MoisaSJ, ShikeDW, FaulknerDB, MeteerWT, KeislerD, et al (2014) Central Role of the PPARgamma Gene Network in Coordinating Beef Cattle Intramuscular Adipogenesis in Response to Weaning Age and Nutrition. Gene Regul Syst Bio 8: 17–32. 10.4137/GRSB.S11782 24516329PMC3894150

[48] PernierJ, ShekharS, JegouA, GuichardB, CarlierMF (2016) Profilin Interaction with Actin Filament Barbed End Controls Dynamic Instability, Capping, Branching, and Motility. Dev Cell 36: 201–214. 10.1016/j.devcel.2015.12.024 26812019PMC4729542

[49] LambrechtsA, van DammeJ, GoethalsM, VandekerckhoveJ, AmpeC (1995) Purification and characterization of bovine profilin II. Actin, poly(L-proline) and inositolphospholipid binding. Eur J Biochem 230: 281–286. 7601111

[50] DasT, BaeYH, WellsA, RoyP (2009) Profilin-1 overexpression upregulates PTEN and suppresses AKT activation in breast cancer cells. J Cell Physiol 218: 436–443. 10.1002/jcp.21618 18937284PMC2874249

[51] MahoneyDJ, SafdarA, PariseG, MelovS, FuM, et al (2008) Gene expression profiling in human skeletal muscle during recovery from eccentric exercise. Am J Physiol Regul Integr Comp Physiol 294: R1901–1910. 10.1152/ajpregu.00847.2007 18321953PMC2707850

[52] ClaeysKG, SozanskaM, MartinJJ, LaceneE, VignaudL, et al (2010) DNAJB2 expression in normal and diseased human and mouse skeletal muscle. Am J Pathol 176: 2901–2910. 10.2353/ajpath.2010.090663 20395441PMC2877851

[53] KosakaN, IguchiH, HagiwaraK, YoshiokaY, TakeshitaF, et al (2013) Neutral sphingomyelinase 2 (nSMase2)-dependent exosomal transfer of angiogenic microRNAs regulate cancer cell metastasis. J Biol Chem 288: 10849–10859. 10.1074/jbc.M112.446831 23439645PMC3624465

How the deposited data were processed for this re-analysis (not part of the article)

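Plasma extracellular vesicle RNA of 3 grain-fed and 3 grazing Japanese Black steers was measured on a 1-colour Agilent miRNA array with 786 bovine miRNAs, 1 array per animal. The authors extracted the spot intensities with Agilent Feature Extraction 11.0.1.1, and the deposited scanner files hold for each spot the intensity, the background and the total gene signal of its miRNA, which is background-subtracted and linear. The authors' deposited value table holds log2 values in 6 columns, which the methods describe as scaled to the 90th percentile in GeneSpring GX. Its centring was found by setting each column against the scanner signals and comes closest to the 90th percentile over all 807 features, controls included. It was used only as an alternative, because 3 of its 6 columns do not match the scanner file of the same sample, 1 of them matches no scanner file, and no column matches the first grain-fed array. The medians of its columns were -8.08, -9.63 and -10.02 for the grain-fed cattle and -9.28, -7.18 and -7.95 for the grazing cattle, each equal to the column's lowest value, since most miRNAs are undetected.

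From the scanner files, the total gene signal of each miRNA was divided by the 90th percentile of the array over the 82 miRNAs detected on all 6 arrays. Values were raised to a floor, the highest over the arrays of the lowest scaled signal called detected on that array, and then taken to log2. The 150 miRNAs detected on at least 3 arrays, whatever their group, were compared between grazing and grain-fed cattle with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment. Shares of the total signal were computed from the raw total gene signal, from the averaged signal of a group and per array, and compared with exact two-sided permutation tests in SciPy 1.17.1 under Python 3.11.15 with pandas 2.3.3. With 3 animals against 3 the smallest p is 0.1. Lists of miRNAs (from the paper, from blood cell, endothelial and liver expression, and from seed families and genomic clusters) were tested with limma's camera at its preset correlation of 0.01, with an estimated correlation and with fry. The skeletal muscle, liver, miR-26 and miR-103/107 lists had fewer than 3 members among the 150 miRNAs and were not tested as lists there. The first 3 of these entered camera only under looser filters.

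The sample groups, the design, the lists, the rule for named miRNAs and the alternatives were fixed before the data were examined, unless stated otherwise. The miRNAs named are those that the paper names for plasma and, of those tested, up to 10 in each direction with the smallest unadjusted p among those whose grazing values lie all above or all below the grain-fed values. The values in the paper's tables had been seen by then. The alternatives covered the percentile and the scaling, the background correction, the floor, the filter on dim miRNAs, the replicate number as a block, the test (an intensity trend, SAM and the methods' t-test), the deposited value table and leaving out each array. normexp with an offset of 50 was run on the median spot signal, since the files hold no mean spot signal. SAM was written for this work with p pooled over all 20 permutations, and in the simulations described next it called 0 miRNAs at an adjusted p under 0.05.

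The limma and SAM steps were tested on simulated data for the comparison of 150 miRNAs, of which 30 were changed, in 20 simulations. limma called 61.0% of the miRNAs changed by 1 on the log2 scale, 92.5% of those changed by 2 and 99.5% of those changed by 3 at an adjusted p under 0.05, and 0.833% of the unchanged ones. At an unadjusted p under 0.05 it called 82.5% of those changed by 1 and 5.25% of the unchanged ones, and SAM called 74.0% and 3.67%. The simulated values had independent normal noise and no floor. In the real data 26.9% of the values tested lie at the floor, and 24 tested miRNAs lie there on every grazing array. These rates therefore do not hold for dim miRNAs. The simulation also raised the smallest spreads, and limma pools spreads over all miRNAs tested, so the rates need not hold for bright miRNAs either. miR-345-5p, detected on all 6 arrays, had a limma adjusted p of 0.468 among the 150 miRNAs. Among the 82 detected on all 6 arrays its limma adjusted p was 0.0426. The arrays detected 97 to 186 of the 786 miRNAs, and no spot was saturated. A miRNA undetected in all animals of a group has only a bound there, set by the lowest signal called detected on each array. The qPCR of plasma and muscle was not analysed here.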

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

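The tests in this part were chosen after the results were seen. The paper, referring to earlier work, states that muscle-specific miRNAs were not detected in plasma apart from a modest content of miR-486, and the scanner files show none of the other 8. In the authors' deposited value table, however, the third grain-fed column holds 6 of 8 muscle-specific miRNAs above its lowest value, and the other 5 columns hold none. The log2 values there were 8.70 for miR-133b, 8.42 for miR-1, 7.81 for miR-133a, 4.13 for miR-206, 2.17 for miR-499 and 0.20 for miR-208b. Data of a column that the paper does not discuss gave these signals.

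The first and the second grain-fed columns equal the scanner signals of the second and the third grain-fed arrays up to a constant (SD of the difference at most 0.00218), so 2 columns stand 1 sample out of place, and the third matches no scanner file (SD of at least 2.76). In that column the leukocyte miRNAs present in all other columns differed from the medians of the other columns by -6.11 for miR-142-5p, -6.83 for miR-223 and -2.23 for miR-342, with a median of -6.11. Platelet and erythrocyte miRNAs stayed present, 10 of 12 and 7 of 8 above the lowest value, with the platelet median 8.63 above it, against 7.15 to 9.35 in the other columns, and the erythrocyte median 9.40 above it, against 9.41 to 10.9. As log2 values both medians were the lowest of the 6 columns, -1.40 for platelet miRNAs (-0.35 to 0.15 in the others) and -0.63 for erythrocyte miRNAs (1.27 to 2.26). miR-2478 and miR-1260b, the most abundant miRNAs of every other column, also held rank 1 and rank 2 in this one, with log2 values of 11.08 (9.18 to 10.20 in the others) and 10.63 (7.61 to 8.80). A candidate explanation is that the third column holds RNA of skeletal muscle in place of plasma RNA, for which the 6 muscle-specific miRNAs are what it would need. Muscle RNA mixed with a small part of plasma RNA cannot be told apart from this, since it would lower the leukocyte miRNAs as well, and whether miR-2478 and miR-1260b come from plasma RNA there was not tested. The criterion for the mixture was narrowed after its outcome was seen, to ask for lower platelet and erythrocyte miRNAs above the lowest value too, and the leukocyte miRNAs alone would have argued against it. Both stay hypotheses, found and tested on the same column, and no biological explanation was tested.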

How the results depend on the processing

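Alternatives chosen after seeing the data are named as added. At an adjusted p under 0.05, limma called 0 miRNAs, against 1 with quantile normalization (miR-652), 2 among those detected on all 6 arrays, 1 with undetected values left out (added; miR-204, named after its value was seen and detected on 1 grazing array only) and 4 among those detected on all 6 arrays without the third grazing array (added). Leaving out each array gave 0 to 1, with 1 without the second grain-fed array (miR-374b) and 1 without the first grazing array (let-7e, named after its value was seen). In both, all grazing values compared lay at the floor, which removes their spread. The standard errors were then 0.041 and 0.036, so these p-values can be too small. The 13 miRNAs at an unadjusted p under 0.05 became 0 without scaling, 4 with spike-in scaling, 0 with normexp, 8 among those detected on all 6 arrays, 2 with the deposited value table, 2 with that table without the third grain-fed column (added), 8 with all features scaled and a floor of 0.1 (added), 8 among those detected on all 6 arrays without the third grazing array (added) and 5 to 11 leaving out each array. All other alternatives stayed within 1.5 times.

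The 17 of 19 Table 3 miRNAs with the sign of Table 3 became 10 with normexp and 9 of 9 among those detected on all 6 arrays, with or without the third grazing array, and 14 to 17 leaving out each array. camera called 2 lists, against 1 without scaling, 4 with the floor at 0.1, 4 among miRNAs detected on all 6 arrays, 14 without a filter, where most other miRNAs lie at the floor, 0 with an estimated correlation, 0 with fry and 2 to 4 leaving out each array. With normexp, where the median of all miRNAs was 0.21, the Table 3 list had a median of 0.13 and was not called (adjusted p = 0.507, where the alternatives range from 7.14e-25 to 0.761), and miR-374b, miR-374a and miR-18a had log2 differences of 0.10, 0.094 and 0.079, all below that median. With the deposited value table miR-223 had 1.81 and miR-18a 0.39. The third grain-fed column, which matches no scanner file, held -1.81 for miR-223. The other grain-fed columns held 5.02 and 5.14, and the grazing columns 4.22 to 5.15, so that column alone reversed the sign of miR-223. With normexp the grain-fed shares were 78.1% for the top 20, 41.2% for miR-2478 and 15.6% for miR-1260b, and the grazing shares 72.9% and 37.6% for the top 20 and miR-2478. Apart from that column for miR-223 and from fewer miRNAs or arrays tested, the cause was not tested.

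With the replicate number as a block, limma called 0 miRNAs at an adjusted p and 13 at an unadjusted p under 0.05 (11 lower, 2 higher), and camera called 0 lists. Same-numbered arrays correlated by -0.13, 0.34 and 0.17, and differently numbered arrays by -0.32 to 0.16. These values, centred within groups of 3 arrays, cannot settle whether the numbers pair the animals. A slide block was not run, since all arrays share 1 slide. Of 10 named miRNAs at an unadjusted p under 0.05, 162 of 274 alternative values kept that p, 5 turned sign and the others kept the sign only. Detection by 3 times the error gave the same counts per array. Signal over background limits the dim miRNAs: 63 of the 150 tested were undetected on the third grazing array, against 0 to 31 on the others.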

Differences from the paper's values

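In Fig 1 the grain-fed share of miR-223 is about 1.3%, read by eye, and 2.41% here. The grain-fed share of miR-126-3p is about 2.3% in Fig 1, read by eye, and 1.41% here. Each of these 2 values here lies closer to the grain-fed bar that Fig 1 draws for the other miRNA than to its own. Neither difference was closed by any of the share alternatives set before the data were examined, nor by the one added.

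The 7 lower miRNAs of Table 3 detected on all 6 arrays had log2 differences further from 0 here than in the paper, and for 2 of them by more than the error. The higher miR-10b (0.68, against 0.877 in the paper) and miR-2425-3p (1.20, against 1.590) lay closer to 0 here. All 9 values were thus shifted downward, which is not a larger difference between the groups. Over all 9 Table 3 miRNAs detected on all 6 arrays the median distance from the paper's value was 0.193. The paper gives -0.893 for miR-30d, and -1.08 was obtained here. The value came closer and lay within the error of the paper's with the 90th percentile over all miRNAs (-0.999), the 75th percentile (-0.92), quantile normalization (-0.94), the deposited value table (-0.92) and leaving out the first grain-fed (-0.90) or the second grazing array (-1.04). With both floors, the all-array filter, the trend, SAM and the methods' t-test the value was the same and only the error was wider, and with total scaling, no scaling and leaving out the first or the third grazing array the value was further away within a wider error. With spike-in scaling, normexp, the looser filters, the replicate block and leaving out the second or the third grain-fed array it stayed outside. For miR-30b-5p the paper gives -0.413, against -0.61 here. The value came closer and lay within the error with the 75th percentile (-0.44), quantile normalization (-0.51) and leaving out the first grain-fed (-0.53) or the first grazing array (-0.45). With both floors, the all-array filter and the replicate block only the error was wider, and with no scaling, normexp, the value table and leaving out the second grazing array the value was further away within a wider error. With the 90th percentile over all miRNAs, total and spike-in scaling, the looser filters, the trend, SAM, the t-test and leaving out any other array it stayed outside.

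The other differences concern miRNAs undetected on some arrays, whose values here stand at or near the floor. The paper's log2 values are -4.240 for miR-301a (-0.061 here), 5.350 for miR-2368-3p (0.79), -4.653 for miR-374b (-0.52), -4.107 for miR-98 (-0.043), -3.917 for miR-28 (-0.00119), -3.927 for miR-874 (0), -3.773 for miR-17-3p (0), -4.327 for miR-151-3p (-0.47), -3.740 for miR-30e-5p (-0.00355) and -4.543 for miR-130b (-0.67). Of the alternatives set before the data were examined, a floor of 0.1 before scaling brought all 10 within the error (largest distance over Table 3 0.197) and the deposited value table all but miR-301a (largest distance 3.15, with wider errors), and the others brought none of them.

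With the 90th percentile over all features of the array and undetected miRNAs at 0.1, chosen after seeing the values, none of the 19 Table 3 values differed by more than 0.00973, and limma then dropped 7 of the 15 miRNAs that the paper calls. The deposited value table without the third grain-fed column, also chosen after seeing the values, brought all 12 within its error (largest distance 1.05) and dropped 13 of the 15. The all-array filter without the third grazing array, chosen after seeing the values too, gave -1.12 for miR-30d and -0.74 for miR-30b-5p, further from the paper's values but within a wider error, left 5 of the 9 Table 3 miRNAs measured outside it and dropped 8 of the 15. The top 20 shares do not differ from the paper's, and the mean of the shares per array over detected miRNAs, chosen after seeing the values and dropping 0 of the paper's called miRNAs since it makes no calls, gave 85.7% and 86.8%.

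The paper calls 15 miRNAs at an unadjusted P under 0.05 by SAM. At the same threshold limma called 13, of which 6 are among the paper's, and SAM called 15, of which 6 are. miR-425-5p was called with the 90th percentile over all miRNAs, the 75th percentile, total, quantile and spike-in scaling, the all-array filter and SAM. miR-17-5p was called with both percentiles, total and quantile scaling. miR-301a, miR-2368-3p, miR-98, miR-28 and miR-874 were called with either floor, and miR-2368-3p with the deposited value table. miR-2425-3p was called with the all-array filter, SAM and without the first grazing array. miR-10b, which the paper's text names among the miRNAs that differ, was called with the 90th percentile over all miRNAs. SAM on values of all features with a floor of 0.1 and on miRNAs detected on at least 1 array, chosen after seeing the values, called 16 miRNAs, miR-885 and miR-10b among them, and dropped 2 of the paper's 15, miR-28 and miR-874. limma on those values and the main filter, chosen after seeing the values and dropping 7, called miR-301a, miR-2368-3p and miR-425-5p. The all-array filter without the third grazing array, chosen after seeing the values and dropping 8, called miR-425-5p and miR-17-5p.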

Other observations

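The tests of explanations in this part, the splits of the samples included, were chosen after the results were seen. All 4 members of the miR-30 family tested had a lower mean in grazing cattle. Their median log2 difference was -0.43, or 0.04 with normexp, where that of all miRNAs was 0.21. Of the 4, miR-30d and miR-30b-5p passed limma when adjusted over the list alone (smallest adjusted p = 0.0104), and none did over all miRNAs. Their genes are neighbours in the ARS-UCD2.0 assembly, as are those of miR-17-5p and miR-18a. camera did not call the family (adjusted p = 0.0787), and over the alternatives the adjusted p ranged from 1.00e-07 with all 786 miRNAs tested to 0.761 with an estimated correlation. It was 0.0268 without the first grain-fed array, 0.0301 without the third grazing array and 0.0465 among miRNAs detected on all 6 arrays. The miR-17-92 cluster with its paralogs had 9 lower and 1 higher of 11 (median -0.28, or -0.0027 with normexp, camera adjusted p = 0.254), and camera called it with spike-in scaling (adjusted p = 0.0358), with normexp (adjusted p = 0.0150) and with all 786 miRNAs tested (adjusted p = 4.13e-09), but not with an estimated correlation (adjusted p = 0.903), and the adjusted p reached 0.938 without the first grazing array. The let-7 family had 8 lower and 1 higher of 9 (median -0.20, camera adjusted p = 0.539), with 5 lower and 4 higher after normexp.

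Endothelial miRNAs had 4 higher and 1 lower of 6, with a median of 0.31 that became -0.02 without scaling and -0.03 with spike-in scaling. The median of all miRNAs was then -0.40 and -0.46, so the list still lay above it. camera did not call them (adjusted p = 0.0654), and over the alternatives the adjusted p ranged from 0.00537 without the second grazing array to 0.761 with an estimated correlation. It was 0.0434 without the third grain-fed array, 0.0248 among miRNAs detected on all 6 arrays and 0.0390 with a floor of 0.1. With that floor the list had a mean of -0.43, against a median of -0.56 for all miRNAs. Erythrocyte miRNAs had a median of 0.06, or -0.33 without scaling and -0.40 with spike-in scaling (camera adjusted p = 0.318, but 0.00367 as the adjusted p without the first grazing array and 0.903 with an estimated correlation). Platelet miRNAs had -0.28, or 0.10 with normexp (camera adjusted p = 0.866), and leukocyte miRNAs -0.31, or 0.21 with normexp (camera adjusted p = 0.318). The median of all miRNAs with normexp was 0.21.

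camera did not call the miR-29 family (adjusted p = 0.952), the family of miR-130b and miR-301a (adjusted p = 0.844), the miR-15/16 family (adjusted p = 0.318), the miR-23/24/27 clusters (adjusted p = 0.582) or the miR-10/100 family (adjusted p = 0.298). With all 786 miRNAs tested camera called the miR-26 family (adjusted p = 0.00195) and did not call the skeletal muscle list (adjusted p = 0.547) or the liver list (adjusted p = 0.602, and 0.771 as the adjusted p among miRNAs detected on at least 1 array). In that setting camera also called the miR-29 family (adjusted p = 0.0343), the family of miR-130b and miR-301a (adjusted p = 0.0369) and the miR-23/24/27 clusters (adjusted p = 9.76e-05). When adjusted over the list alone, miR-29b of the miR-29 family passed limma (adjusted p = 0.0425). Of the miRNAs that the paper's plasma qPCR did not find to differ, 12 were tested on the arrays, with 5 lower and 7 higher (camera adjusted p = 0.952, or 2.65e-05 with all 786 miRNAs tested). Of these 12, 1, miR-30d, passed limma over the list alone (adjusted p = 0.0313). miR-103 had -0.52 and miR-197 had 1.19, and of the qPCR miRNAs that differed miR-19a had -0.35 and miR-142-5p -0.31, each at an unadjusted p of 0.05 or above.

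The log2 changes over 3.5 in size in Table 3 are those of miRNAs undetected on some arrays. With undetected values left out, their median size was 0.758, against 4.24 in the paper's Table 3, so the value given to undetected miRNAs may account for most of their size. With each undetected value at the lowest signal detected on its array, the median size over the 11 was 0.644. This includes miR-2368-3p (1.52) and miR-885 (1.72), which were higher in grazing cattle, so a fall there cannot apply to them. The other 9 had -0.14 to -1.05. From the arrays, a fall of these 9 below the detection limit in grazing cattle cannot be told apart from no fall, since each rests on 1 grazing array. The paper's plasma qPCR, not analysed here, found miR-301a, miR-98 and miR-374b of these 9 to be lower in grazing cattle. A difference due to feeding stays open as untested.

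The 13 calls of limma at an unadjusted p under 0.05 were all lower in grazing cattle, while other settings mixed the directions, with 6 lower and 2 higher among miRNAs detected on all 6 arrays, 8 lower and 4 higher with undetected values left out, 1 lower and 1 higher with the deposited value table, and 11 lower and 5 higher with SAM on values of all features, a floor of 0.1 and miRNAs detected on at least 1 array. Noise of the third grazing array as their only cause cannot be told apart from other causes. Without that array 7 lower calls and 1 higher were made, 6 of them among the 13. This count is close to what 150 tests give by chance at an unadjusted p under 0.05. The common floor, which that array sets, was also kept when it was left out. Less carry-over from platelets and leukocytes cannot be told apart from a change in EVs: their 15 miRNAs tested, 1 of them called, had a median log2 difference of -0.28, against -0.78 for the 13 called, and the difference of 0.50 lies within the combined spread of 0.57. This spread was chosen after the difference was seen, and against the SD of the platelet and leukocyte miRNAs alone (0.49) the difference is narrowly larger, which would have argued against the carry-over. The 6 arrays make 10 splits, too few for a share under 0.05, and the real split gave 13 calls and the highest other 17 (2 splits with at least 13). A difference due to feeding, or to the body weight that the paper reports to differ, stays open as untested.

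For the other results the 10 splits were likewise too few for a share under 0.05. The real split gave 0 miRNAs at an adjusted p under 0.05 with limma (13 at an unadjusted p, 15 with SAM and 9 with the methods' t-test), and the highest other 0 (10 splits with at least 0). camera called 2 lists in the real split and 3 in the highest other (5 splits with at least 2). Table 3 signs were met by 17 miRNAs in the real split and by 17 in the highest other (3 splits with at least 17).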
